# Associations in cell type-specific hydroxymethylation and transcriptional alterations of pediatric central nervous system tumors

**DOI:** 10.1038/s41467-024-47943-9

**Published:** 2024-04-30

**Authors:** Min Kyung Lee, Nasim Azizgolshani, Ze Zhang, Laurent Perreard, Fred W. Kolling, Lananh N. Nguyen, George J. Zanazzi, Lucas A. Salas, Brock C. Christensen

**Keywords:** CNS cancer, Paediatric cancer, DNA methylation, Cancer genomics, Tumour heterogeneity

## Abstract

Although intratumoral heterogeneity has been established in pediatric central nervous system tumors, epigenomic alterations at the cell type level have largely remained unresolved. To identify cell type-specific alterations to cytosine modifications in pediatric central nervous system tumors, we utilize a multi-omic approach that integrated bulk DNA cytosine modification data (methylation and hydroxymethylation) with both bulk and single-cell RNA-sequencing data. We demonstrate a large reduction in the scope of significantly differentially modified cytosines in tumors when accounting for tumor cell type composition. In the progenitor-like cell types of tumors, we identify a preponderance differential Cytosine-phosphate-Guanine site hydroxymethylation rather than methylation. Genes with differential hydroxymethylation, like histone deacetylase 4 and insulin-like growth factor 1 receptor, are associated with cell type-specific changes in gene expression in tumors. Our results highlight the importance of epigenomic alterations in the progenitor-like cell types and its role in cell type-specific transcriptional regulation in pediatric central nervous system tumors.

## Abstract (web summary)

Cell type-specific epigenomic alterations and heterogeneity in paediatric central nervous system (CNS) tumours remain underexplored. Here, the authors integrate bulk DNA cytosine modification data with bulk and single-nucleus RNA-sequencing to explore cell type-specific epigenomic alterations and gene regulation in paediatric CNS tumours.

## Introduction

Central nervous system (CNS) tumors are the leading cause of cancer death in the pediatric population^1^. While major progress has been made in reducing the mortality in pediatric cancers in the past few decades, the magnitude of reduction in the mortality rate of CNS tumors have not been as substantial^2^. Even among patients who survive childhood cancers, those who have survived CNS tumors have the highest cumulative burden of disease post-survival^3^. Craniospinal radiation and neuro-toxic therapy are major risk factors for the future burden on quality of life with late effects including neurocognitive impairments such as academic and memory decline, and adverse health outcomes like abnormal hearing and growth hormone deficiency^4–9^. Efforts to address discrepancies in the reduction of mortality rates and extensive chronic health burdens later in life have been made with the recent advances in technology that have allowed for better insight into the molecular characterization of pediatric CNS tumors^10–22^. Molecular biomarkers are progressively being incorporated into the diagnosis and management of certain pediatric CNS tumor types^23^.

One method to supplementally diagnose and subtype CNS tumors is DNA methylation^24^. Capper et al. developed a classification method to address previous issues in inter-observer variability for histopathological diagnosis of many CNS tumors^24^. Since the development of this method, DNA methylation classification is now used regularly for certain pediatric CNS tumor types, like ependymomas, to understand the prognosis and manage treatment decisions^13,14^. This method utilizes bisulfite-treated DNA, which does not distinguish between 5-methylcytosine (5mC) and 5-hydroxymethylcytosine, although it has been indicated only 5mC signal from oxidative bisulfite-treated DNA alters the classification from this method^25,26^. Moreover, while advancements have improved management strategies for some tumor types, many other pediatric CNS tumor types remain underexplored.

DNA methylation is one of the most well-studied epigenomic marks, primarily known for its role in regulating gene expression. DNA methylation occurs when a methyl group is added to the 5-carbon position of a cytosine in the context of a Cytosine-phosphate-Guanine (CpG) dinucleotides by DNA methyltransferases (DNMTs)^27–32^. Methylation of CpG island promoters is associated with repression of gene expression while methylation of gene bodies is associated with activation of gene expression^33–35^. 5mC many times co-exist with H3K9me3 marks and do not overlap with H3K4me3 marks and H2A.Z^34,36,37^. In addition, DNA methylation marks function as genome stabilizers by silencing transposable elements^34,38^. The main ways DNA methylation is altered in cancer include genome-wide hypomethylation in repetitive elements like retrotransposable elements^39,40^, hypermethylation of promoters^40–43^, and propensity for cytosines in CpG contexts to be mutated^44–47^.

Cytosines can also remain in a hydroxymethylated state (5-hydroxymethylcytosine, 5hmC). 5hmC is formed when 5mC is actively being demethylated by ten-eleven translocation (TET) enzymes^48–50^. TET enzymes add a hydroxyl group onto the methyl group to become 5-hydroxymethylcytosine, then add the hydroxyl group again to become 5-formylcytosine, then again to become 5-carboxylcytosine, which is excised to become unmethylated^48–51^. While 5hmC is an intermediate, it has been shown to have functional roles and be stable in the genome. Like 5mC, 5hmC has been associated with regulating transcription. It is enriched in gene bodies of active genes and in transcription start sites in which promoters are marked with H3K27me3 and H3K4me4^52,53^. 5hmC has also been shown to play roles in maintaining pluripotency and tumorigenesis^52,54^. While generally 5hmC levels are relatively much lower than 5mC levels, higher levels of 5hmC are found in the brain tissue compared to other tissue and in embryonal stem cells developmentally programmed neuronal cells^52,55–61^. Although progress has been made since the discovery of TET enzymes producing 5hmC^49–51^, more investigation is needed to understand the functional roles of 5hmC. While alterations in hydroxymethylation patterns have not been as well examined, studies have indicated decreased hydroxymethylation across the genome in a variety of tumor types including adult and pediatric CNS tumors^26,54,62–70^, and mutations in hydroxymethylation-associated genes such as *IDH1/2* and *TET1/2/3* have been associated with certain tumor types like gliomas and acute myeloid leukemia^62,71–74^.

Numerous studies have established that brain tumors display intratumoral cellular heterogeneity^17,19,20,75–85^. While it is known that both DNA methylation and hydroxymethylation patterns are tissue type and cell type dependent^52,53,86–90^, limited research has addressed cell type-specific DNA cytosine modification alterations in these tumors. This gap exists largely due to the high cost and limitations in technologies to profile cytosine modifications at the cell type-specific scale^91^. While the importance of cell type composition effects in epigenome-wide association studies has been well documented^92–96^, single-cell methylation profiling strategies^97–100^ are slowly developing in comparison to more accessible and commercially available genome profiling technologies focused on gene expression or chromatin accessibility. To address these shortcomings, computational methods have been developed to deconvolute cell type composition using DNA methylation for certain tissue types^91,101–109^. While these methods have greatly improved our understanding of the cell type composition effects on many epigenome-wide association studies, they have not been utilized in investigating cell type composition effects on brain tumors due to some limited applicability in brain tissue.

In this study, we use a multi-omic approach to study cell type-level epigenomic alterations in pediatric CNS tumors to maximize the applicability of currently available methods. By integrating single nuclei RNA-seq and cytosine modification data, we provide a more complete picture of the cytosine modification alterations associated with pediatric CNS types and cytosine modifications that are associated with changes in transcription at the cell type level in pediatric CNS tumors.

## Results

Our cohort included 32 tumor tissues (8astrocytomas, 6 embryonal tumors, 10 ependymomas, 8 glioneuronal/neuronal tumors) and 2 non-tumor tissue (Table 1). To assess the potential normal tissue margin in our tissues that may confound downstream analyses, we first determined the tumor purity of our pediatric CNS tumor samples that were used to measure DNA cytosine modifications. Tumor purity in our samples varied but did not significantly differ based on tumor type or grade (Supplementary Fig. 1). The genetic variants associated with each tumor can be found in ref. ^110^.

**Table 1:** Subject demographics

	Tumor types					
	Total (*N* = 34)	Astrocytoma (*N* = 8)	Embryonal (*N* = 6)	Ependymoma (*N* = 10)	Glioneuronal/neuronal (*N* = 8)	Non-Tumor (*N* = 2)
Sex						
F	14 (41 %)	3 (38%)	3 (50%)	5 (50%)	1 (12%)	2 (100%)
M	20 (59 %)	5 (62%)	3 (50%)	5 (50%)	7 (88%)	0 (0%)
Age (years)						
Mean (SD)	8.5 (±5.3)	5.6 (±4.5)	9.2 (±5.4)	9.5 (±4.3)	10.5 (±6.5)	5.8 (±7.4)
Grade						
High	12 (35 %)	0 (0%)	6 (100%)	5 (50%)	1 (12%)	0 (0%)
Low	18 (53 %)	8 (100%)	0 (0%)	4 (40%)	6 (75%)	0 (0%)
NEC/NOS	2 (6 %)	0 (0%)	0 (0%)	1 (10%)	1 (12%)	0 (0%)
Missing	2 (5.9%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	2 (100%)
Location						
Metastasis	1 (3 %)	1 (12%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)
Subtentorial	19 (56 %)	5 (62%)	5 (83%)	8 (80%)	1 (12%)	0 (0%)
Supratentorial	14 (41 %)	2 (25%)	1 (17%)	2 (20%)	7 (88%)	2 (100%)

### Epigenomic burden from altered cytosine modifications in pediatric CNS tumors

To determine the global epigenomic burden of altered cytosine modifications in pediatric CNS tumors compared to non-tumor pediatric brain tissue, we compared median beta values for both 5hmC and 5mC across samples at each CpG and determined the methylation dysregulation index (MDI). MDI is a summary measure of the epigenome-wide alteration of tumors compared to non-tumor tissue^111^. Tumor tissues (*N* = 32) displayed a decrease in median 5hmC beta values and a slight increase in median 5mC beta values compared to non-tumor tissue (Non-tumor tissue *N* = 2; KS test: 5mC: *D* = 0.019, *p* < 2.2e-16; 5hmC: *D* = 0.19, *p* < 2.2e-16; Fig. 1A). The 5hmC MDI values were not significantly different by tumor type (*N* = 8 (ATC), 6 (EMB), 10 (EPN), 8 (GNN)) or by tumor grade (*N* = 14 (G1), 5 (G2), 6 (G3), 6 (G4); Fig. 1B), whereas 5mC MDI values varied by tumor type. Embryonal tumors had the greatest extent of epigenome-wide alteration burden compared to non-tumor tissue, astrocytomas had the lowest burden of 5mC MDI compared to non-tumor tissue, and we observed increasing 5mC MDI with increasing tumor grade. 5hmC MDI and 5mC MDI were positively correlated (*R* = 0.44, *p* = 0.013, Fig. 1C). We repeated our analysis after removing one astrocytoma sample with an outlier 5hmC MDI value and observed consistent results (Supplementary Fig. 2). In addition, we determined MDI for distinct genomic contexts and again found consistent results in which 5mC MDI, but not 5hmC MDI values significantly varied among tumor types (Supplementary Fig. 3). Interestingly, both 5hmC MDI and 5mC MDI in gene body, enhancer and exon regions were slightly, but statistically significantly higher than 5hmC MDI and 5-MDI when adjusted for tumor types (Supplementary Table 2). For both 5hmC and 5mC, MDI were highest in enhancers, then gene body/exon regions, and were lowest in promoter CpGs. We tested and confirmed that the burden of observed epigenomic alterations was not due to differences in tumor purity (Supplementary Fig. 4, Supplementary Table 3A). However, we did observe significant differences in 5mC MDI by tumor grade (Supplementary Table 3B). While 5hmC is prevalent at only 6% of 5mC, the level of dysregulation of the hydroxymethylome is comparable to the level of dysregulation of the methylome with 5hmC MDI being 49% of 5mC MDI (Supplementary Table 4). Our results suggest that while 5hmC may not be as prevalent, epigenome-wide alterations of 5hmC in tumors are occurring at comparable levels to altered 5mC.

**Fig. 1:**
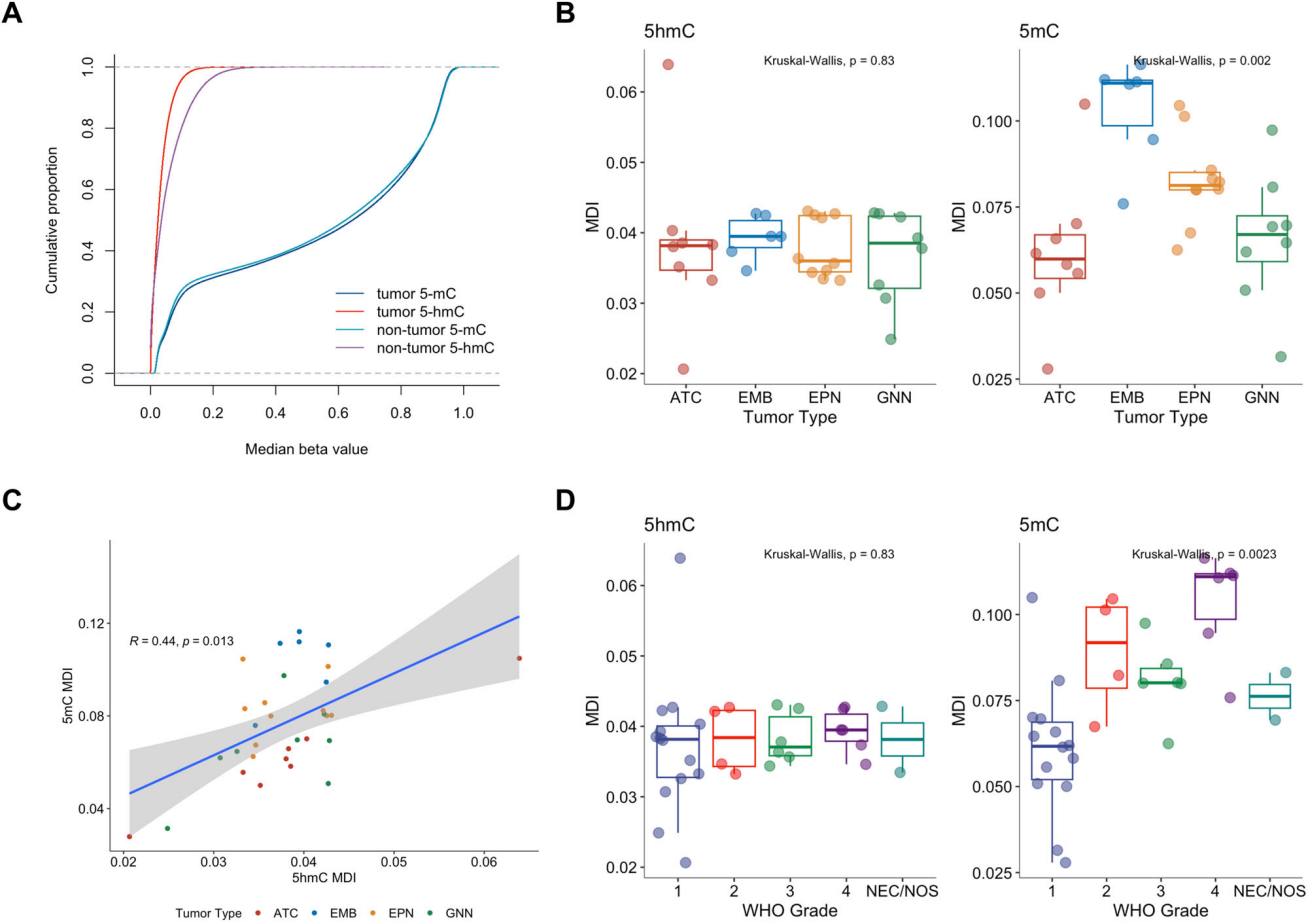
Global methylation dysregulation, but not global hydroxymethylation dysregulation, is associated with tumor type and grade. **A** Cumulative proportion of median 5hmC and median 5mC in tumors (*N* = 32) and non-tumor tissue (*N* = 2). **B** Methylation dysregulation index of 5-mC and 5mC by tumor type (*N* = 8 (ATC), 6 (EMB), 10 (EPN), 8 (GNN)) and (**D**) grade (*N* = 14 (G1), 5 (G2), 6 (G3), 6 (G4)). Differences in MDI were calculated using the rank-based Kruskal-Wallis test. **C** Correlation between 5hmC MDI and 5mC MDI calculated using Spearman rank correlation. Linear regression line is indicated by the blue line. 95% confidence interval of the linear regression line indicated by gray bands. Color of each point indicates tumor type. In the boxplots of (**B**) and (**D**), the low ends of the segment indicate the minimum and the high ends of the segment indicate the maximum. Lower bounds of the box indicate the 25th percentile and the higher bounds of the box indicate the 75th percentile. Segment in the middle is the median. Source data are provided as a Source Data file.

### Cell type composition influences bulk-omics comparisons between pediatric CNS tumors and non-tumor pediatric brain tissue

We utilized our single nuclei RNA-seq data to identify the cell type composition of pediatric CNS tumor tissue and non-tumor pediatric brain tissue^110^. 

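Single nuclei RNA-seq reads the RNA of isolated nuclei, in which a droplet barcode marks the nucleus and a unique molecular identifier (UMI) marks each captured RNA molecule. The data analysed here come from 21 libraries, of which 17 were pools of nuclei from several tissues and 4 were made from a single tissue each. The authors aligned the reads with Cell Ranger to the GRCh38 pre-mRNA reference, which counts reads in introns as well as exons, and deposited UMI counts of all annotated genes for each barcode called as a nucleus, without normalization. Counts of 12 hashtags, the oligonucleotides that mark the tissues within a pool, stand beside the gene counts. No map from hashtags to tissues was used here, so the tumor type of each nucleus was left open and no value is given by tumor type. Total UMI counts on genes ranged from 8735360 to 119581621 in the pools, with a median of 43804162, and from 6497661 to 31688453 in the single-tissue libraries, with a median of 17326553.5. After the filter stated in the methods, the median nucleus of a library held between 3674.5 and 9943 UMIs. Doublets, droplets that hold more than 1 nucleus, were predicted in each library from simulated pairs of nuclei, and the 2985 nuclei with the highest scores were removed. The remaining 63824 nuclei were clustered together and the clusters were named by marker genes. Because the libraries were not assigned to tumor types, shares are given as range and median over libraries, and 95% intervals (exact binomial) cover counting error only.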

The cell types identified in our cohort like radial glial cells (RGC) in ependymoma were similar to comparable pediatric CNS tumors in previous literature^22,112^. As we wanted to account for major cell types present that may confound comparisons between the epigenomes of tumors and non-tumors, we identified the cell types present with most variability. Based on the cell type proportion distributions for all of our samples, we identified neuronal-like cells (NEU), neural stem cells (NSC), oligodendrocyte precursor cells (OPC), RGC, and unipolar brush cells (UBC) as having the most variance from PCA analysis (Supplementary Fig. 5A, B). 

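Across the libraries, the share of NEU-like nuclei ranged from 0 to 99.3% with a median of 7.34%, and the share of OPC-like nuclei from 0.0127% to 61.9% with a median of 5.07%. RGC-like nuclei had a median share of 0 and reached 98.3% of a library. NSC-like nuclei had a median share of 0.441% and reached 87.9%. These 4 classes together held 60.0% of the summed variance of the class shares over libraries (standard error 11.7 percentage points from a jackknife over 14 blocks, since some libraries share clusters). NEU-like nuclei held 21.9% of the variance, OPC-like nuclei 13.7%, RGC-like nuclei 13.3% and NSC-like nuclei 11.2%. Most of these values rest on single libraries. With each library left out in turn, chosen after seeing the data, NEU-like nuclei held 13.3% to 25.1% of the variance (lowest without Pool 15), OPC-like nuclei 11.3% to 15.6% (lowest without Pool 19), RGC-like nuclei 0.203% to 14.9% (lowest without Pool 12) and NSC-like nuclei 1.37% to 13.0%, lowest without a single-tissue library in which 153 of 174 nuclei were NSC-like. Among the other classes, ependymal-like nuclei held 14.4% (8.05% to 16.3% with each library left out in turn, lowest without a single-tissue library). Mural or fibroblast-like nuclei held 7.96% (6.57% to 9.20% in the same way). Microglia-like nuclei held 4.22% (0.14% to 4.92%, lowest without Pool 9) and astrocyte-like nuclei 3.89% (2.66% to 4.42%). The RGC-like class was a single cluster of 6608 nuclei, of which 99.0% came from 1 pool. Its name rests on 3 markers (VIM, HES1 and TNC), while CCDC198, IGFBP5, HOXB13 and HOXD10 were among its leading genes. With each library clustered and named by itself, the setting that moved the result most, the 4 classes held 21.5% and 94 of 292 clusters stayed unnamed. The unnamed clusters held 43.5% of the nuclei and 48.9% of the summed variance in that setting. A pool mixes tissues, so these values describe libraries and are not the proportions per tissue on which the paper ran its principal component analysis.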

For each tumor type we compared proportions of cell types with non-tumor pediatric brain tissue. Supporting our principal component analysis, the cell types with the greatest differences were NEU, NSC, OPC, RGC, and UBC (Supplementary Fig. 5C).

We conducted an epigenome-wide association study to determine the differential hydroxymethylated and methylated CpGs associated with each tumor type (*N* = 8 (ATC), 6 (EMB), 10 (EPN), 8 (GNN)) compared to non-tumor pediatric brain tissue (*N* = 2). To reduce potential confounding by cell type composition, we incorporated cell type proportions as covariates in a stepwise manner to each series of linear models. Age at diagnosis, sex, and tumor purity were adjusted to reduce potential confounding from these variables in these linear models. Due to sample size, tumor location was not included in the model. Importantly, as the number of cell type proportion covariates included in the models increased, the scope of differentially hydroxymethylated and differentially methylated CpGs associated with each tumor type decreased (Fig. 2A, Table 2, Supplementary Figs. 6–9, Supplementary Data 1–8). In addition, across our models in different tumor types, the extent of differentially hydroxymethylated CpGs (dhmCpGs) was far greater than that of differentially methylated CpGs (dmCpGs). When all five cell types (NEU, NSC, OPC, RGC, and UBC) were incorporated into the model, we observed low number of dmCpGs associated with each tumor type. Embryonal tumors had the greatest number of dhmCpGs, and the 83.1% were specific to the embryonal tumors (Fig. 2B). In the model with all five cell types included, 87 dhmCpGs were associated with astrocytoma, 850 dhmCpGs were associated with embryonal tumors, 31 dhmCpGs were associated with ependymoma, and 126 dhmCpGs were associated with glioneuronal/neuronal tumors. We identified 90 dhmCpGs (10.4%) that were shared across two or three of the tumor types and 28 dhmCpGs (3.2%) that were shared across all tumor types (Fig. 2B, Supplementary Table 5). The 28 shared CpGs were located predominantly in island (42.9%) and open sea (42.9%) regions in relation to CpG islands (Supplementary Table 6). In addition, 64.3% of the shared dhmCpGs were in DNase hypersensitive sites (DHS) (Supplementary Table 7). The shared CpGs tracked to genes including *ESRRG, HECA, THBD*, and *TJP1* (Supplementary Table 5).

**Fig. 2:**
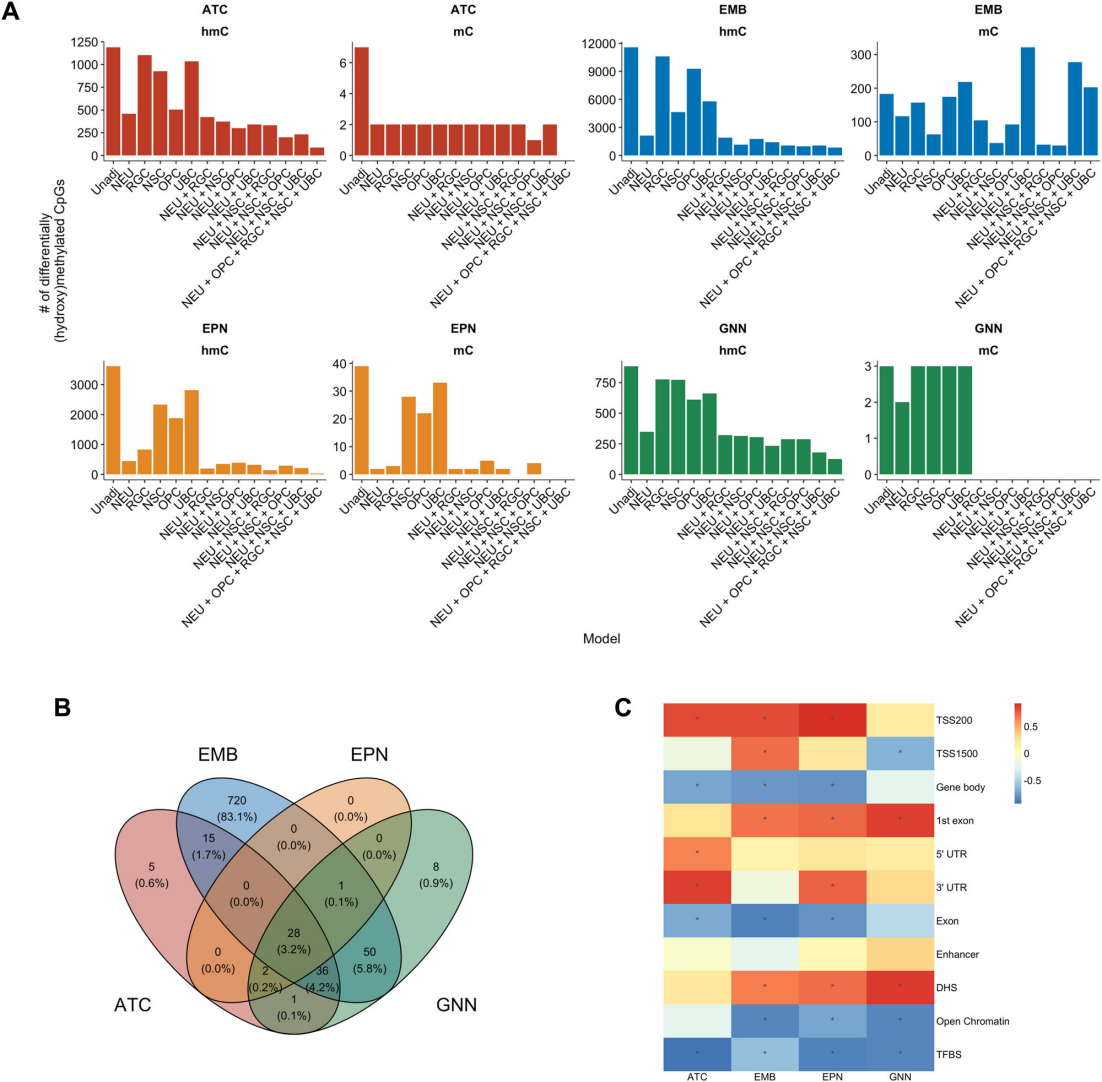
Adjusting for proportions of cell types of interest reduces the number of differentially hydroxymethylated and methylated CpGs across tumor types compared to non-tumor pediatric brain tissue. **A** The number of differentially hydroxymethylated (hmC) and methylated (mC) CpGs under *q* < 0.05 threshold in astrocytoma (ATC), embryonal tumors (EMB), ependymoma (EPN), and glioneuronal/neuronal tumors (GNN) compared to non-tumor pediatric brain tissue. X-axes indicate each cell type proportion included in the model. Each model, even ‘unadjusted’ models, includes sex and age at diagnosis in the linear model. **B** Venn diagram of the differentially hydroxymethylated CpGs among the different tumor types. **C** Heatmap of correlation between number of cell types included in model and proportion of dhmCpGs per genomic context. Correlation calculated by Spearman rank test. Heatmap cells with * indicate statistically significant correlation at *p* < 0.05. Source data are provided as a Source Data file.

**Table 2:** Summary of dmCpGs in unadjusted and five-cell type adjusted EWAS model

	Unadjusted model dmCpGs *N* (%)	dmCpGs that are also dhmCpGs *N* (%)	Adjusted model dmCpGs *N* (%)	dmCpGs that are also dhmCpGs *N* (%)
Astrocytoma (ATC)	7 (0.001%)	3 (42.9%)	0 (0%)	0 (0%)
Embryonal (EMB)	183 (0.04%)	90 (49.1%)	202 (0.04%)	15 (7.4%)
Ependymoma (EPN)	39 (0.008%)	25 (64.1%)	0 (0%)	0 (0%)
Glioneuronal/neuronal (GNN)	3 (0.0006%)	1 (33.3%)	0 (0%)	0 (0%)

We then investigated if specific genomic regions were associated with the changes in the number of dhmCpGs by assessing the relationship between the proportion of the dhmCpGs for each genomic context with each model using Spearman rank tests. We identified positive relationship between number of cell types included in the model and the proportion of dhmCpGs in regions within 200 bps of the transcription start sites (TSS200) and 1st exon regions (Fig. 2C, Supplementary Fig. 10). Moreover, we found negative relationship between the number of cell types included in the model and the proportion of dhmCpGs in gene body, open chromatin, and transcription factor binding sites. Our results suggest that epigenome-wide association studies comparing bulk pediatric CNS tumor tissue to non-tumor pediatric tissue are considerably influenced by the cell type composition, especially in promoter and gene body genomic regions. Moreover, it was quite unexpected that the observed differences were almost solely in hydroxymethylation and not in methylation.

We then compared transcriptome data from bulk RNA-seq in each of the tumor types (*N* = 8 (ATC), 6 (EMB), 10 (EPN), 8 (GNN)) with non-tumor pediatric brain tissue (*N* = 2). The differential expression testing model included the same covariates (sex, age at diagnosis, and tumor purity) and the same five cell type proportions used for the EWAS analysis. Including proportions of major cell types of interest led to differences in an average of around 702 genes (range: 536–892) detected as significantly differentially expressed. In astrocytoma and glioneuronal/neuronal tumors, the adjusted model identified more genes that were significantly differentially expressed. In embryonal tumors and ependymomas, the adjusted model identified fewer genes that were significantly differentially expressed. Some key tumor progression-associated genes like *PTEN* in astrocytoma and in embryonal tumors, *MYCN* in ependymoma, and *BRCA2* in glioneuronal/neuronal tumors would not otherwise have been identified as significantly differentially expressed in the tumors had the cell type proportions not been adjusted for.

As we reduced potential confounding effects from cell type composition differences, we sought to explore genes with differential expression that were specifically associated with the tumors. Across all tumor types, the majority of differentially expressed genes were increased in expression compared to the non-tumor pediatric brain tissue (Supplementary Fig. 11A, 12–15, Supplementary Data 9–16). Almost half (43%, 3020 genes) of all genes with increased expression were shared across all tumor types (Supplementary Fig. 11B). Among the genes with shared increases in expression in tumors were *IRX5*, *MYOSLID*, *CWH43, ITGA2*, and *HOXA3*. Genes with increased expression across all tumor types were associated with biological oxidations and keratinization among other pathways (Supplementary Fig. 11D). There were 253 genes (13.6%) that had decreased expression shared across tumor types (Supplementary Fig. 11C), including *NPTXR, SCG2, B4GAT1*, and *ATRN*. Genes that were decreased in expression across all tumor types were associated with the insulin receptor signaling and ion channel transport among other pathways (Supplementary Fig. 11E). Our results suggest potential non-cell type-specific avenues for therapy that may be shared across the pediatric CNS tumor types.

To identify potentially important gene regulation by differential hydroxymethylation we compared changes in hydroxymethylation in dhmCpGs from the five-cell type-adjusted model with gene expression in each tumor type (*N* = 8 (ATC), 6 (EMB), 10 (EPN), 8 (GNN)). The genes we identified in our differential gene expression analysis were used in comparisons to changes in 5hmC. Generally, genes with decreased hydroxymethylation levels had increased gene expression across tumor types compared to non-tumor pediatric brain tissue (Fig. 3). When correlations between changes in 5hmC and changes in gene expression were performed to assess any directional relationship, the correlation coefficients across all tumor types were non-existent and not statistically significant even for genes that had statistically significant changes in gene expression (*R*, *p* = −0.03, 0.93 (ATC); −0.02, 0.85 (EMB); 0.096, 0.86 (EPN); 0.39, 0.19 (GNN), Fig. 3).

**Fig. 3:**
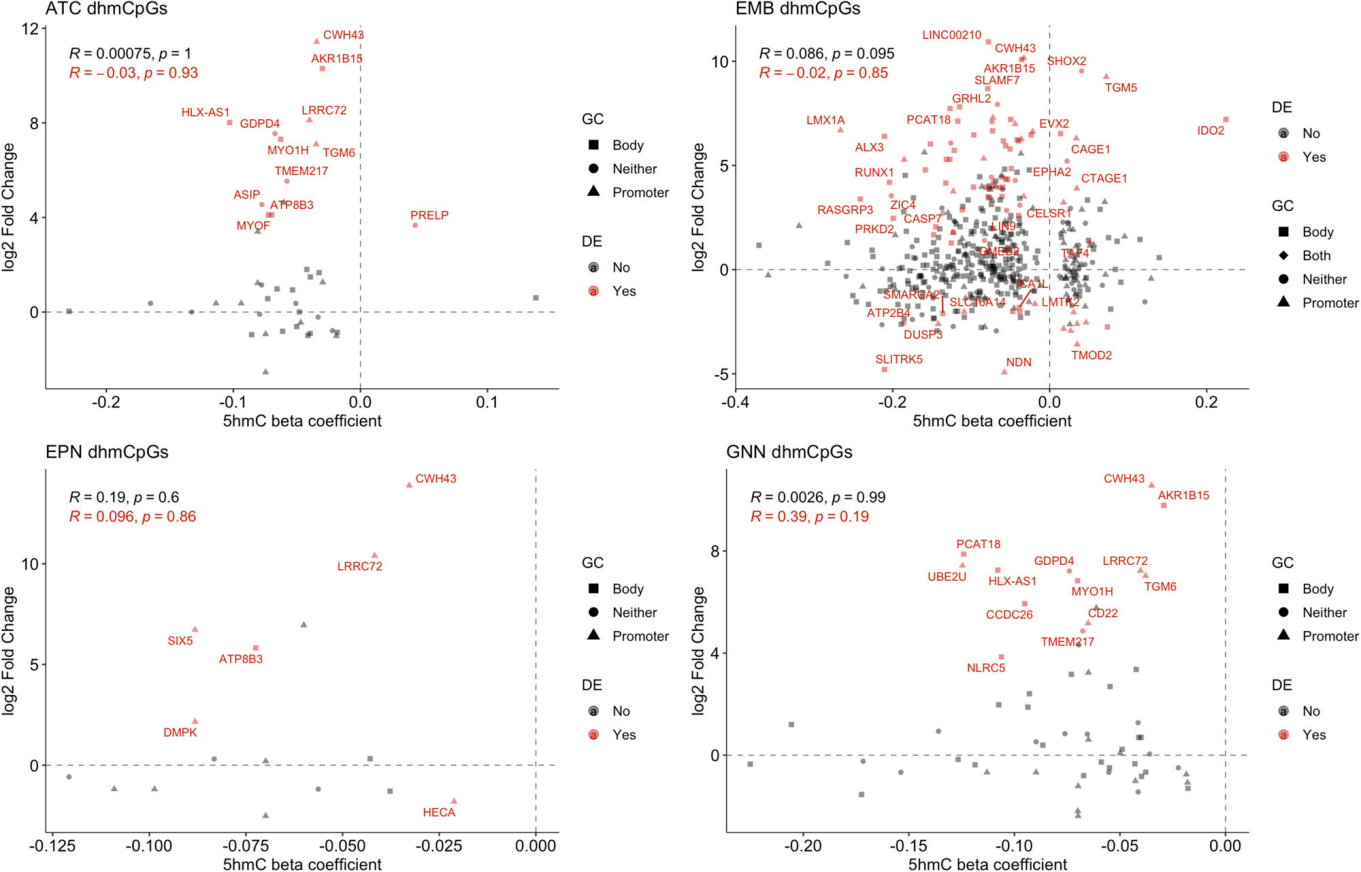
Hypo-hydroxymethylation of CpGs is associated with changes in gene expression. Association between differentially hydroxymethylated CpG beta coefficients and log2 fold changes in gene expression for astrocytoma, embryonal tumors, ependymoma, and glioneuronal/neuronal tumors. Red points indicate significantly differentially expressed genes. Shapes indicate genomic context of CpGs. Correlations were calculated using the Pearson method. Differential hydroxymethylated CpGs were identified from linear regression model and significant dhmCpGs were identified using *q* < 0.05 significance threshold. Log2 fold changes in gene expression were identified from negative binomial regression model and significantly differentially expressed genes were identified using adjusted *p* value threshold <0.05. Source data are provided as a Source Data file.

Only one dhmCpGs associated with ependymoma had significant decreased expression. The dhmCpGs with differential expression did not generally favor promoters or gene body regions (Fig. 3, Supplementary Table 8). Only embryonal tumors displayed slightly varying associations. While many of the dhmCpGs associated with embryonal tumors followed similar patterns of decreased 5hmC levels and increased gene expression, there were some CpGs with decreased 5hmC and decreased gene expression, as well as CpGs with increased 5hmC with increased or decreased gene expression levels. Embryonal tumor associated dhmCpGs with significantly increased gene expression were less likely to be in promoter regions compared to dhmCpGs with significantly decreased gene expression (OR = 0.23, 95% CI = 0.064–0.78, *p* = 0.01). On the contrary, embryonal tumor associated dhmCpGs with significant increased expression were marginally more likely to be in gene body regions (OR = 2.81, 95% CI = 0.84–10.34, *p* = 0.06). We could not test for associations between promoter or gene body regions for other tumor types due to the limited number of dhmCpGs.

Interestingly, there were two CpGs with decreased 5hmC levels and increased gene expression in astrocytoma, ependymoma, and glioneuronal/neuronal tumors: cg18280362 located in the promoter region of *CWH43* and cg08278401 located in the promoter region of *LRRC72*. In addition, we investigated the association between changes in 5mC methylation and gene expression in the embryonal tumors where there were 24 dmCpGs associated with significant changes in gene expression (Supplementary Fig. 16). Unlike dhmCpGs, magnitude of changes in 5mC levels were negatively associated with magnitude of changes in gene expression for genes that did not have statistically significant gene expression changes (*R* = −0.45, *p* = 0.029) and genes with statistically significant gene expression changes (*R* = −0.41, *p* = 0.0002, Supplementary Fig. 16). While we could not conduct statistical tests to test for an enrichment of promoter/gene body regions for shared dhmCpGs with increased gene expression, there were 18 dhmCpGs with increased gene expression in non-promoter regions and 3 dhmCpGs with increased gene expression in promoter regions. Moreover, there were 9 dhmCpGs with increased gene expression not in gene body regions and 12 dhmCpGs in gene body regions. Our results suggest potential roles of hydroxymethylation in regulating gene expression of certain pediatric CNS tumor-associated genes, that require further investigation to validate.

### Molecular alterations in pediatric CNS tumors occur in a cell type-specific and tumor type-specific manner

One of the major questions that remains unanswered in many epigenome-wide association studies is whether altered cytosine modification can be ascribed to a specific cell type. With data from single nuclei RNA-seq for these pediatric CNS tumors and non-tumor pediatric brain tissues, we sought to identify epigenomic alterations at a cell type-specific level. To reduce the number of covariates in our analysis we focused on neuronal-like and progenitor-like cell types (Supplementary Table 9). The progenitor-like cells were an aggregation of NSC, RGC, OPC, and UBC. 

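Grouped in this way, the progenitor-like nuclei numbered 25731, a share of 40.3% of all nuclei (95% interval 39.9% to 40.7%), and the neuronal-like nuclei numbered 12730, a share of 19.9% (95% interval 19.6% to 20.3%). By library, the progenitor-like share ranged from 0.0736% to 99.5% with a median of 29.3%. OPC-like nuclei made up 13173 of the progenitor-like nuclei. Pool 13 held 6643 of the neuronal-like nuclei and Pool 12 held 6623 of the progenitor-like nuclei. The largest neuronal-like cluster held 2765 nuclei, of which 56.2% came from Pool 6. It was named from GAD1, GAD2 and GRIN1 alone. RBFOX3, SYT1 and SNAP25 did not pass the limits for a marker there, so its name is uncertain. With each library left out in turn, chosen after seeing the data, the progenitor-like share was 33.4% to 46.0% (lowest without Pool 12) and the neuronal-like share 10.9% to 22.3% (lowest without Pool 13). At least 20 nuclei of both groups were found in 14 libraries. With each library clustered and named by itself, the progenitor-like share was 20.2% and the neuronal-like share 7.40%. In that setting 43.5% of all nuclei stayed without a name, which lowers both shares.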

We used an approach developed by ref. ^103^ called CellDMC to identify cell-type-specific differentially hydroxymethylated and methylated CpGs. We compared the epigenome of each tumor type to non-tumor tissue and used CellDMC to identify which cell type was driving the change in 5hmC and 5mC in the tumors compared to the non-tumor tissue. Overall, we identified abundant dhmCpGs for each cell type and tumor type, far greater than the scope of CpGs identified with bulk tissue EWAS (Fig. 4A, Supplementary Figs. 17–20, Supplementary Table 10, Supplementary Data 17–20). While there were a relatively lower number of dmCpGs compared to the dhmCpGs, there were some dmCpGs detected in the cell type-specific model (Fig. 4B). Majority of the cell type-specific dhmCpGs were tumor-type-specific (Fig. 4C, D, Supplementary Fig. 21). However, 128 dhmCpGs were observed in the neuronal-like cell types and 534 dhmCpGs were observed to be driven by the progenitor-like cell types across all four tumor types. While some neuronal-like cell-specific driven dhmCpGs were acting on the same genes as the progenitor-like cell-specific dhmCpGs, genes that had decreased 5hmC in the progenitor-like cells were exclusive (Supplementary Fig. 22).

**Fig. 4:**
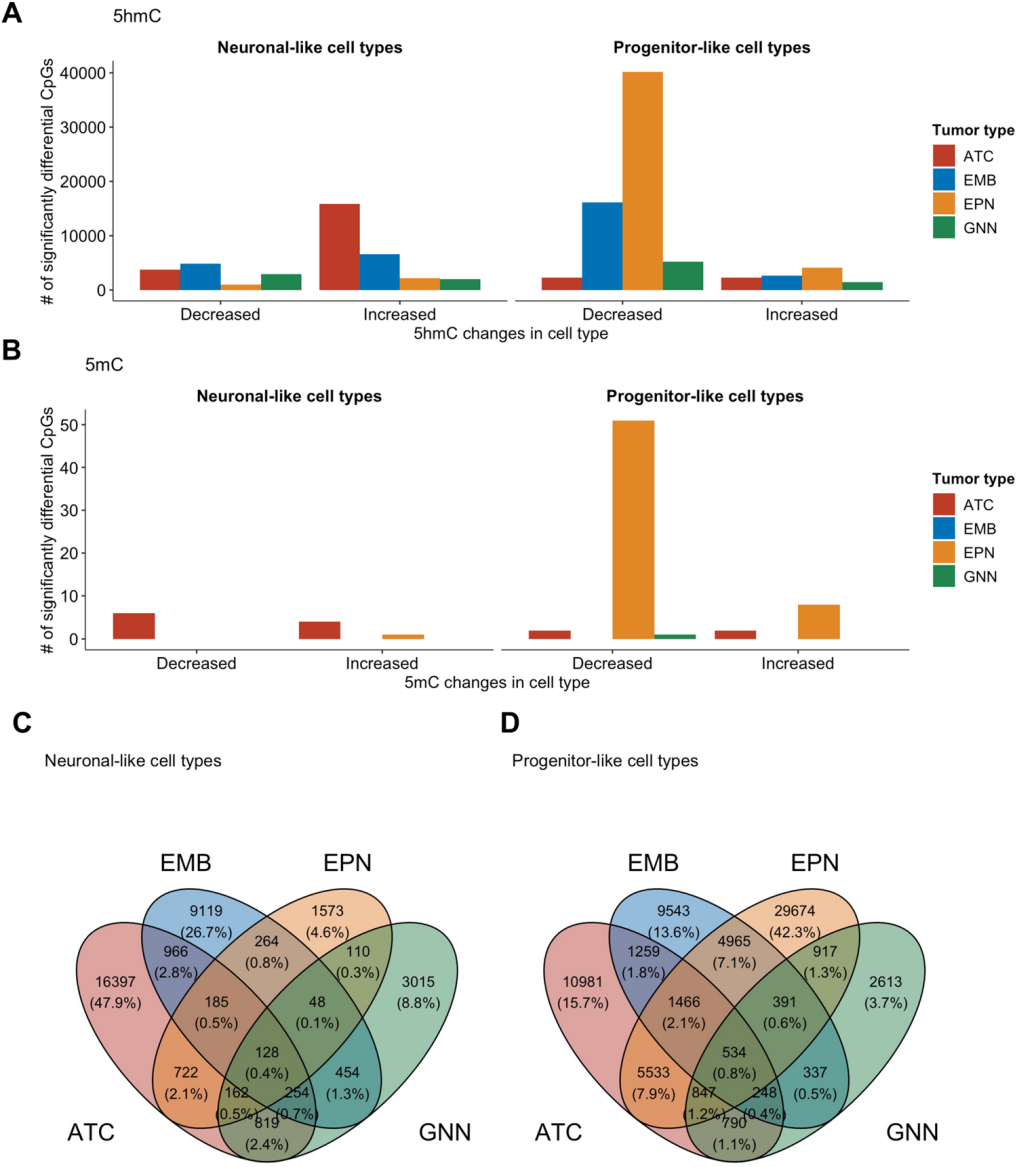
5hmC is altered in cell type-specific and tumor type-specific manner. Cell type driven differentially (**A**) hydroxymethylated and (**B**) methylated CpGs in each tumor type identified by epigenome wide association study adjusted for cell type proportions. Significantly differentially hydroxymethylated and methylated CpGs were defined by *q* < 0.05. Venn diagram of shared differentially hydroxymethylated CpGs in (**C**) neuronal-like cell types and (**D**) progenitor-like cell types across the four tumor types. Number of cell type driven differential CpGs were statistically significant under adjusted *p* < 0.05. ATC Astrocytoma, EMB Embryonal tumors, EPN Ependymoma, GNN Glioneuronal/neuronal tumors. Source data are provided as a Source Data file.

We then assessed the genomic context of cell type-specific dhmCpGs and tested for enrichment to various genomic contexts stratified by the direction of differential hydroxymethylation. Interestingly, both increased and decreased dhmCpGs in neuronal-like and progenitor-like cell types of astrocytoma and glioneuronal/neuronal tumors were enriched in similar contexts at DHS, 1st exons, promoter regions (TSS200, TSS1500), and 5’ UTR regions (Fig. 5, Supplementary Data 21). dhmCpGs in ependymoma were dependent on the cell type in which it was occurring. Ependymoma-associated dhmCpGs in the NEU and CpGs with increased 5hmC in progenitor-like cells were enriched in similar regions as the astrocytoma and glioneuronal/neuronal tumors. On the contrary, ependymoma-associated CpGs with decreased 5hmC in the progenitor-like cells were enriched in transcription factor binding sites (TFBS), 3’ UTR, gene body, and exon regions. The dhmCpGs, especially for those occurring in the progenitor-like cell types, in embryonal tumors were enriched in distinct genomic contexts compared to the other tumor types. Progenitor-like cell type-specific dhmCpGs were enriched in the transcription factor binding sites, 3’ UTR, gene body, exons, and enhancers.

**Fig. 5:**
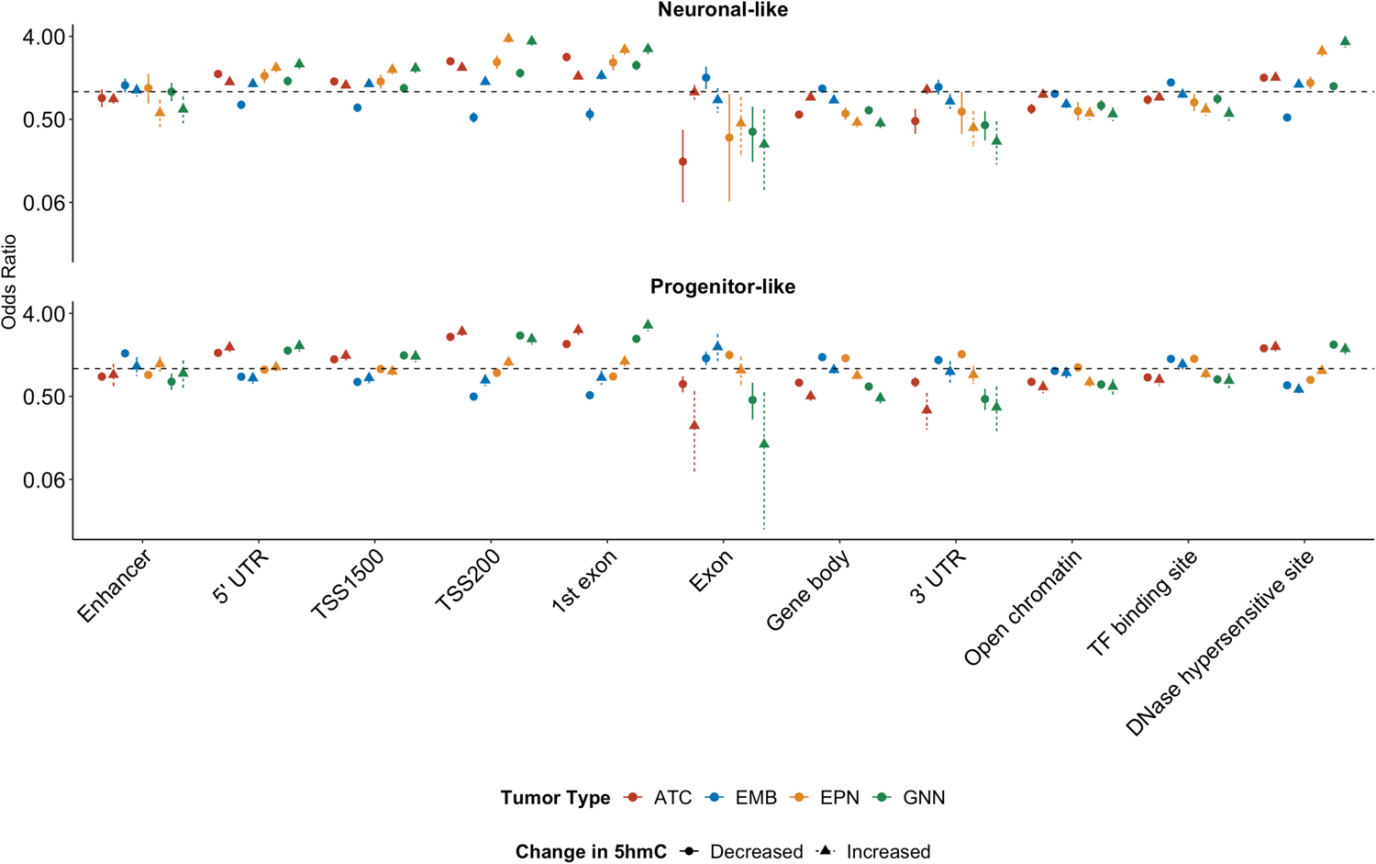
Cell type-specific differential hydroxymethylation tumor type-specific. Enrichment of differentially hydroxymethylated CpGs at specific genomic contexts by tumor type and direction of differential methylation as represented by odds ratios and 95% confidence intervals. Odds ratio points and confidence intervals colored by tumor type. The direction of 5hmC change is indicated by the shape indicating the odds ratio. Odds ratios were calculated by Mantel-Haenszel test. Source data are provided as a Source Data file.

Our findings indicate that hydroxymethylation alterations are driven by different cell types in different tumor types.

### Cell type-specific gene expression changes associated with changes in hydroxymethylation

We next evaluated cell-specific gene expression changes for genes with cell-type-specific changes in hydroxymethylation. We calculated gene expression scores for genes associated with CpGs with differentially hydroxymethylated CpGs in the neuronal-like cells and progenitor-like cells for each granular cell types incorporated in our analysis for each tumor type (Supplementary Figs. 23–26). Interestingly, for all tumor types, the expression scores for genes associated with CpGs with increased or decreased hydroxymethylation were increased in the OPCs of the tumors compared to non-tumor pediatric brain tissue (Fig. 6A). Only the OPCs in embryonal tumors did not show a statistically significant increase in the expression of genes with increased 5hmC in the progenitor-like cells. On the contrary, gene expression levels for each of the gene sets with cell type-specific alterations in 5hmC were decreased in each of the cell types for all tumors compared to the non-tumor pediatric brain tissue.

**Fig. 6:**
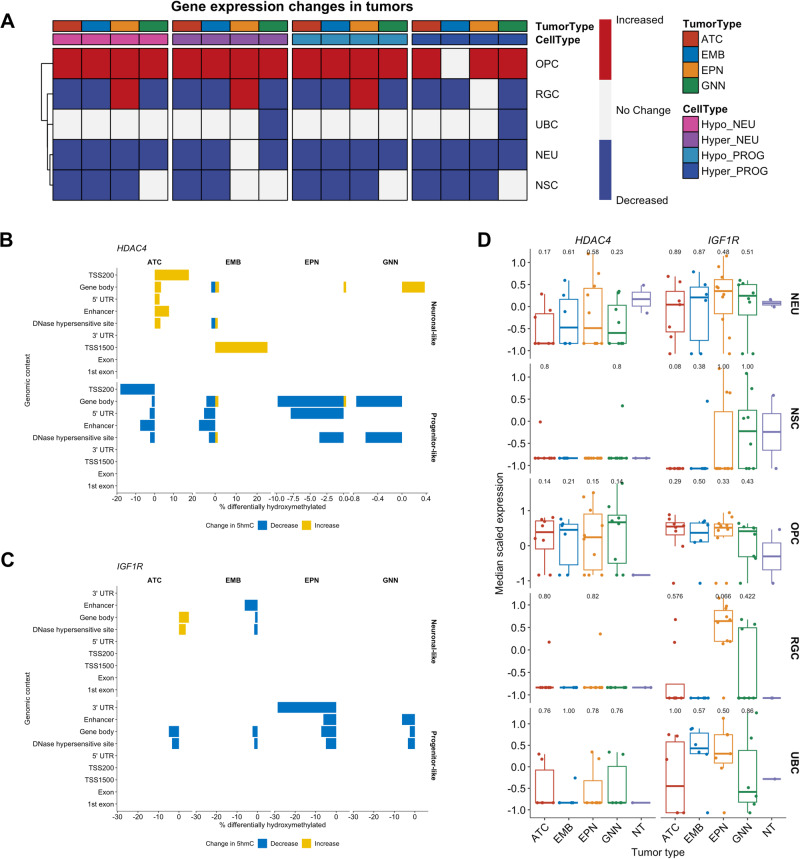
Alterations in hydroxymethylation are associated with cell type-specific changes in gene expression. **A** Summary heatmap of changes in gene expression in the gene sets with differentially hydroxymethylated CpGs per cell type. The proportion of differentially hydroxymethylated CpGs associated with (**B**) *HDAC4* and (**C**) *IGF1R* at each genomic context across the different tumor types in neuronal-like cell types and progenitor-like cell types. Blue bars indicate the proportion of hydroxymethylated CpGs that are decreased in the tumors. Yellow bars indicate the proportion of hydroxymethylated CpGs that are increased in the tumors. **D** Gene expression levels of *HDAC4* and *IGF1R* for each cell type across the tumor types and non-tumor tissue. Sample size: ATC = 8, EMB = 6, EPN = 10, GNN = 8. Differences between each tumor type to non-tumor tissue were determined by Wilcoxon rank sum test. Number above the boxplot indicates *p* value from the Wilcoxon rank sum test. In the boxplots of (**D**), the low ends of the segment indicate the minimum and the high ends of the segment indicate the maximum. Lower bounds of the box indicate the 25th percentile and the higher bounds of the box indicate the 75th percentile. Segment in the middle is the median. Source data are provided as a Source Data file.

*HDAC4*, established as associated with cancer progression and poor prognosis in a variety of tumor types^113–121^, was one gene with cell type-specific dhmCpGs across all four tumor types. Interestingly, the majority of the CpGs with decreased 5hmC were associated with progenitor-like cell types, while the majority of the CpGs with increased 5hmC were associated with the neuronal-like cell types in the tumor tissue (Fig. 6B). More than 50% of the dhmCpGs in *HDAC4* for each tumor type were in the gene body (Table 3). There were few dhmCpGs in the 5’ UTR, TSS200, and DHS. The neuronal-like cell types had lower expression of *HDAC4* across all tumor types compared to the non-tumor tissue (Fig. 6D). On the contrary, the progenitor-like cell types had higher levels of *HDAC4* expression. However, these differences in gene expression in each cell type of each tumor type compared to the same cell types in non-tumor tissues were not statistically significant which was likely due limitations from sample size (Fig. 6D).

**Table 3:** Genomic context of dhmCpGs in (**A**) *HDAC4* and (**B**) *IGF1R* for each tumor type

A) HDAC4										
	TSS200	TSS1500	Gene body	1st exon	5’ UTR	3’ UTR	Exon bound	Enhancer	DHS	dhmCpG total
ATC	2 (15%)	0 (0%)	10 (77%)	0 (0%)	1 (8%)	0 (0%)	0 (0%)	1 (8%)	5 (38%)	13
EMB	0 (0%)	1 (5%)	16 (84%)	0 (0%)	2 (11%)	0 (0%)	0 (0%)	1 (5%)	9 (47%)	19
EPN	0 (0%)	0 (0%)	27 (90%)	0 (0%)	3 (10%)	0 (0%)	0 (0%)	0 (0%)	6 (20%)	30
GNN	0 (0%)	0 (0%)	2 (100%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	1 (50%)	2
B) IGF1R										
ATC	0 (0%)	0 (0%)	4 (100%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	2 (50%)	4
EMB	0 (0%)	0 (0%)	3 (100%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	1 (33%)	2 (67%)	3
EPN	0 (0%)	0 (0%)	6 (75%)	0 (0%)	0 (0%)	2 (25%)	0 (0%)	1 (13%)	3 (38%)	8
GNN	0 (0%)	0 (0%)	2 (100%)	0 (0%)	0 (0%)	0 (0%)	0 (0%)	1 (50%)	2 (100%)	2

*IGF1R* had dhmCpGs across all tumor types and is associated with tumorigenesis, therapy resistance, and poor survival in different cancer types, including in some pediatric CNS tumor types^122–132^. Most of the dhmCpGs with decreased 5hmC were associated with the progenitor-like cell types in the tumor tissue while only a couple dhmCpGs were in the neuronal-like cell types of the tumor tissue (Fig. 6C). Like *HDAC4*, the dhmCpGs in *IGF1R* were mostly located in the gene body and DHS, with a few scattered in the enhancer and 3’ UTR regions (Table 4). Consistent with the lack of changes in hydroxymethylation in the neuronal-like cell types of the tumors, gene expression levels of *IGF1R* did not differ between tumors and the non-tumor tissue among neuronal-like cell types (Fig. 6D). However, following the decreases in hydroxymethylation, *IGF1R* gene expression levels were higher in the progenitor-like cell types, particularly the OPCs, in the tumors than in the progenitor-like cell types of non-tumor tissue. As with *HDAC4*, the differences between each cell type of each tumor type and same cell type of non-tumor tissues were also not statistically significant (Fig. 6D). EWAS results from bulk tumor tissue identified only one or two CpGs in *HDAC4* and *IGF1R* as differentially hydroxymethylated in either cell type-adjusted or unadjusted model (Table 4).

**Table 4:** Comparison of the number of differentially hydroxymethylated CpGs in *HDAC4* and *IGF1R* identified by bulk tissue EWAS and CellDMC for each tumor type

	Tumor type	Bulk EWAS (CT unadjusted)	Bulk EWAS (CT adjusted)	CellDMC (Neuronal-like)	CellDMC (Progenitor-like)
*HDAC4*	ATC	0	0	12	7
	EMB	1	1	11	17
	EPN	1	0	1	30
	GNN	0	0	1	2
*IGF1R*	ATC	0	0	4	4
	EMB	2	0	1	2
	EPN	1	0	0	8
	GNN	0	0	0	2

Our results suggest potential roles of hydroxymethylation of CpGs located within the gene body regions in affecting the gene expression of critical cancer genes, like *HDAC4* and *IGF1R*. However as statistical significance levels were not reached in cell type specific differences in gene expression levels likely due to limited sample size, further experimentation is needed to validate these results.

## Discussion

In this study, we investigated the cell type-specific cytosine modification alterations in pediatric central nervous system tumors with a multi-omic approach. We described the cell type composition effects that occur in epigenome-wide association studies using bulk pediatric central nervous system tumors and non-tumor pediatric brain tissue. We identified that there were more differentially hydroxymethylated CpGs associated with each tumor type, particularly in the progenitor-like cell types, rather than differentially methylated CpGs. Lastly, we show that the cell type-specific changes in hydroxymethylation are associated with cell type-specific gene expression changes in pediatric central nervous system tumors.

Based on methods to classify tumor subtypes and the predominant focus on DNA methylation, it was unexpected that there were very few differentially methylated CpGs associated with each tumor type. One possible explanation for this phenomenon may be that as these are pediatric tissues, there is still ongoing development with which 5hmC is associated. As our results suggest the epigenome-wide alterations of 5hmC in these tumors, it may be critical to distinguish between 5mC and 5hmC to better understand the molecular underpinnings of these pediatric CNS tumors. Furthermore, it may be beneficial to incorporate 5hmC into cytosine modification-based classification methods to improve performance.

Pediatric tumors are known not to have substantial genetic alterations^133^. Our results suggest that pediatric CNS tumors may be characterized by non-mutational epigenomic reprogramming^134,135^. We identified a substantial number of differentially hydroxymethylated CpGs associated with progenitor-like cell types of each tumor type. Additionally, even among the shared differentially hydroxymethylated CpGs in the progenitor-like cell types, numerous differentially hydroxymethylated CpGs were located within different genes that regulate epigenetic patterns, such as *DNMT3A, HDAC4, MLLT3*, and *KAT2B*. Furthermore, pediatric brain cancers have been shown to contain somatic mutations in epigenetic regulator genes such as *H3F3A*, *KDM6A*, and *MLL3*^136–138^. Considering the dysregulation of the epigenome may be important when developing innovative therapeutic strategies for these tumors.

While much more investigation has been conducted into how DNA methylation regulates gene expression, less is known about how DNA hydroxymethylation can also be associated with changes in gene expression. We identified relationships between cell type-specific hydroxymethylation patterns and cell type-specific gene expression in our pediatric CNS tumors. Our findings indicate that hydroxymethylation changes in the gene body regions can alter gene expression. Previous studies have found positive associations between DNA methylation in gene body regions and gene expression changes^33,44^. However, many genome-wide DNA methylation studies use the traditional bisulfite treatment approach to measure 5mC. Because bisulfite treatment alone cannot distinguish between 5mC and 5hmC^25^, some methylation signals may have been from 5hmC. Further studies that explicitly distinguish between 5hmC and 5mC are needed to gain a clearer understanding of the effects of DNA cytosine modifications on gene expression.

We identified two genes, *HDAC4* and *IGF1R*, in our pediatric CNS tumors that were both epigenetically and transcriptionally altered in comparison to non-tumor pediatric brain tissue. *HDAC4* and *IGF1R* had differentially hydroxymethylated CpGs and increased expression in OPCs across all four of our tumor types. Our results suggest a potential role of hydroxymethylation regulating genes associated with tumorigenesis. With these targets already having been studied in adult cancers, there are pharmacological inhibitors that already exist for these targets. Our study expands previously suggested ideas of targeting *HDAC4* and *IGF1R* in certain pediatric CNS tumor types^127,139,140^.

Accruing a large sample size for pediatric CNS tumors is particularly difficult as they are very rare in the general population. The limited sample size prevented us from including other potential variables like tumor location. As different parts of the brain may be composed of differing cell types, not adjusting for tumor location introduces limitations in our conclusions. However, as we compare the epigenome within major cell types, we believe that some limitations of not including tumor location were addressed. Furthermore, the limited sample size reduced our statistical power in our analyses. While our study does incorporate a reasonable sample size for these rare tumors, the smaller sample size limited the inclusion of other variables and cell types that may affect methylation and transcription into our models. Moreover, our study incorporates multiple genome-wide and epigenome-wide molecular features of the matched tumor sample to give a more comprehensive landscape of each tumor type. Multi-omic approaches involving single nuclei RNA-seq, bulk RNA-seq, 5mC, 5hmC epigenome profiles of different pediatric CNS tumors have been limited in investigations to our knowledge.

Future studies with an expanded cohort of pediatric CNS patients will allow us to assess the epigenomic alterations in additional cell types of interest, such as glial cells. Moreover, following our findings of cell type-specific changes in DNA cytosine modifications in these pediatric CNS tumors, other tumor types may also have cell type-specific that have yet to be detected. Tools to understand the cell type composition of tissues should be incorporated in bulk epigenome-wide association studies to discriminate the cell type composition effects.

Our study addresses gaps that currently exist in understanding epigenomic alterations at the cell type level in pediatric central nervous system tumors. Changes in hydroxymethylation were particularly drastic in progenitor-like cells and were associated with cell type level alterations in transcription. We highlight the relevance of epigenome dysregulation in pediatric central nervous system tumors that may lead us to more effective therapeutic targets.

## Methods

This study complies with all Dartmouth Hitchcock Medical Center Institutional Review Board regulations. This study was approved by the Dartmouth Hitchcock Medical Center Institutional Review Board Study #00030211. Parents/legal guardians of the subjects provided consent for the use of tissues for research purposes.

### Sample information

Cytosine modifications, bulk tissue gene expression, and single nuclei gene expression were measured in 32 pediatric CNS tumors of various types and 2 non-tumor pediatric brain tissues (Table 1, Supplementary Table 1). Only samples with all four molecular measurements were included in downstream analyses. The samples were collected from patients being treated at Dartmouth-Hitchcock Medical Center and the Dartmouth Cancer Center from 1993 to 2017. For each tumor type, the number of samples was distributed evenly with 8 samples for astrocytoma, 6 for embryonal tumors, 10 for ependymoma, and 8 for glioneuronal/neuronal tumors. Pathological re-review for the histopathologic tumor type and grade were done according to the 2021 World Health Organization CNS tumor classification system, then categorized into broader tumor types. The non-tumor pediatric brain tissues were obtained from patients who underwent surgical resection for epilepsy.

### Data collection and pre-processing

#### Single nuclei RNA-sequencing

Nuclei were isolated from fresh frozen tissue samples following the Nuclei Pure Prep nuclei isolation kit (Sigma-Aldrich, St. Louis, MO) with some modifications The samples were first washed with PBS to remove extraneous OCT the samples were frozen in. The tissue was homogenized with both wide and narrow pestles submerged in 2.5 mL of the lysis buffer in a Dounce homogenizer. The lysate mixed with 4.5 mL 1.8 M sucrose cushion were gently layered on top of the 2.5 mL of 1.8 M sucrose cushion in Beckman ultracentrifuge tubes. Samples were centrifuged for 45 min at 22,673 *g* at 4 °C in an ultracentrifuge. Each sample was multiplexed with lipid-tagged oligonucleotides following the MULTI-seq protocol^141^. Libraries for single nuclei RNA-seq were prepared following the 10X Genomics Single Cell Gene Expression workflows (10X Genomics, Pleasanton, CA). Libraries were pooled and sequenced using the Illumina NextSeq500 instrument. 10X Cell Ranger software was used to align sequences to the GRCh38 pre-mRNA reference genome.

Low-quality nuclei, as defined as having greater than 10,000 and less than 2000 features and more than 5% of reads that map to mitochondrial genes, were removed for analyses. 

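Of the 193702 deposited barcodes, 125969 had fewer than 2000 features, 126 had more than 10000 features and 33663 had more than 5% of their UMIs on mitochondrial genes, and a barcode could meet more than 1 of these criteria. Here a feature is a gene with at least 1 UMI. The share of barcodes that passed the filter ranged from 0.559% to 66.6% over the libraries with a median of 36.3%, and the number of nuclei that passed ranged from 174 to 9606 with a median of 2816. The lowest number was that of a single-tissue library with 31128 barcodes, the most of any library, of which 81.3% exceeded the mitochondrial limit.

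**Figure D1:**
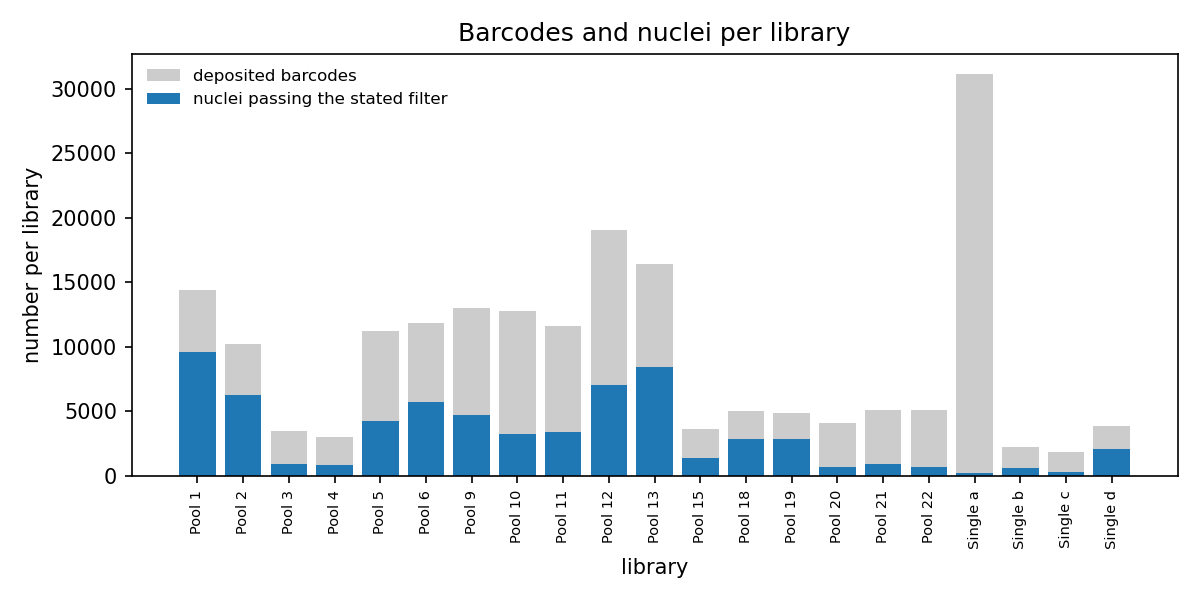
Deposited barcodes (grey) and nuclei that passed the stated filter (blue) in each of the 21 libraries (x axis), as numbers per library (y axis, from 0), with the pools by name and the single-tissue libraries as Single a to d. The library with 31128 barcodes kept 174 nuclei.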

Samples were demultiplexed using an integrative approach, combining barcode based demultiplexing and genotype-based demultiplex method^142,143^. Pooled nuclei were demultiplexed by hashtag oligonucleotides using HTODemux function in Seurat v4^142,144–146^. Pooled samples were also demultiplexed using Vireo, a genotype based demultiplexing method^143^. We performed genetic demultiplexing analysis using genotype data following the methods described in ref. ^147^, implemented in a Nextflow workflow^148^. Briefly, bulk RNA-seq reads from each sample were mapped to the reference genome (GRCh38.p13) using STAR^149^. Pooled single-nuclei RNA-seq reads were mapped to the reference genome using STARsolo^150^. Variants among the samples within each pool were identified and genotyped with bcftools mpileup^151^ using the mapped bulk reads. Individual cells were then genotyped only at the sites identified using the bulk RNA using cellsnp-lite (mode 1a)^152^. Cell genotypes were used to identify the sample of origin for each cell using Vireo^143^. Code for the genetic demultiplexing workflow can be found at https://github.com/AlexsLemonade/alsf-scpca/tree/main/workflows/genetic-demux.

To integrate the methods, we first used sample identity assigned from the hashtag oligonucleotides. If the nuclei were confidently assigned a sample, it was compared to the genotype-based sample assignment. Those that did not match the same sample were filtered out. If the nuclei were assigned as a doublet or to none of the samples, the nuclei were assigned to a sample based on the genotype-based approach. 84,700 nuclei with confident sample assignment were used in analysis.

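In the deposited counts, 66809 nuclei passed the stated filter, before any assignment to a tissue and with predicted doublets included. The paper's reported number is 84700 nuclei, after its assignment of nuclei to tissues, which was not repeated here. Assignment leaves nuclei out and adds none, so it does not by itself account for the paper's larger number. Whether the filter or another step is the source was not tested. How the nuclei analysed here relate to those of the paper stays open. With a minimum of 500 features, the alternative that moved the number most, 156102 nuclei passed, and with a minimum of 1000 features 121294 passed. Without the mitochondrial limit 67607 nuclei passed, and without the upper limit on features 66935 passed.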

Downstream analyses for single nuclei-RNA seq were done with the Seurat package v4 in R^142,144–146^. Cell types for the nuclei were assigned by expression levels for classical markers for brain cell types such as *GFAP* and *AQP4* for astrocytes and *MOG* and *PLP1* for oligodendrocytes. 

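In the re-derived clustering, 56 clusters were found, of which 52 were named by marker genes and 4, with 894 nuclei, were left unnamed. A name needed at least 3 markers of a class with a UMI in at least 10% of the cluster's nuclei and a log2 fold of at least 1 over all other nuclei. The astrocyte-like class held 4663 nuclei and the oligodendrocyte-like class 1006. GFAP, AQP4 and MOG were among the markers used, so their levels describe the naming. MOG was at 237 CPM (UMIs of the gene relative to all UMIs of the class) in oligodendrocyte-like nuclei and at most 19.5 CPM in any other named class. AQP4 was at 336 CPM in astrocyte-like nuclei and at most 158 CPM in any other named class. GFAP was at 553 CPM in astrocyte-like nuclei, below the 784 CPM of microglia-like nuclei and the 2263 CPM of RGC-like nuclei, all summed over libraries. Within libraries with at least 20 nuclei of both classes, a comparison made after seeing the data, GFAP was higher in microglia-like than in astrocyte-like nuclei in 1 of 10 libraries, and higher in RGC-like than in astrocyte-like nuclei in 2 of 2. With each nucleus thinned to 3000 UMIs, 40.2% of oligodendrocyte-like nuclei (95% interval 37.2% to 43.4%) and 1.05% of NEU-like nuclei (95% interval 0.883% to 1.25%) had a UMI of MOG. Without thinning these shares were 52.1% and 2.60%, at median depths of 4870 and 7757.5 UMIs per nucleus. The thinning left out 22 oligodendrocyte-like and 10 NEU-like nuclei of lower depth.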

The cell types were then validated by using the Variance-adjusted Mahalnobis method, a gene set enrichment testing developed to be specific to singe cell RNA-seq data, with gene sets derived from specific brain cell types^153^. Further details for single cell RNA-seq pre-processing and analysis are detailed in ref. ^110^.

#### Bulk RNA-sequencing

Unused nuclei from our single nuclei RNA-seq experiment were used for bulk RNA-sequencing. RNA was isolated following the RNeasy Plus kit (Qiagen, Hilden, Germany). Libraries for bulk RNA-seq were prepared following the Takara Pico v3 low-input protocol (Takara Bio, Kusatsu, Japan).

Quality control for raw single-end RNA-seq data was checked using FastQC v0.11.8^154^. Reads were trimmed of polyA sequences and low-quality bases using Cutadapt v2.4^155^. Reads were aligned to the human pre-mRNA genome GRCh38 with STAR v2.7.7a^149^. Quality control of aligned reads was confirmed with *CollectRNASeqMetrics* in the Picard software v2.18.29^156^. Duplicate reads were identified with *MarkDuplicates* function in the Picard software^156^. One sample with an exceedingly high duplicate read percentage was removed from downstream analyses. Counts per gene were estimated using the *htseq-count* function in the HTseq software v0.11.2^157^.

#### DNA methylation and hydroxymethylation

In total, DNA from 32 paired pediatric brain tumor and 2 non-tumor brain samples was treated with tandem bisulfite and oxidative bisulfite conversion followed by hybridization to Infinium HumanMethylationEPIC BeadChips to measure DNA methylation (5mC) and hydroxymethylation (5hmC). Raw BeadArray data were preprocessed using the *SeSAMe* pipeline (v1) from Bioconductor, including data normalization and quality control^158^. Cross-reactive probes, SNP-related probes, sex chromosome probes, non-CpG probes, and low-quality probes (pOOBHA > 0.05) were masked in the analysis^159^. The *oxBS.MLE* function was used to infer 5mC and 5hmC levels^160^.

#### Tumor purity estimates

Tumor purity for the tissue samples with DNA cytosine modifications was estimated using the *getPurity* function with the non-tumor pediatric tumor tissue as our non-tumor reference and the low-grade glioma option as our cancer type in the InfiniumPurify package v1.3.1 in R^161^.

### Statistical analyses

Distribution of tumor tissues 5mC and 5hmC were compared to distribution of non-tumor 5mC and 5hmC, respectively, using a Kolmogorov-Smirnov tests. Distributions were considered to be statistically significant at *p* < 0.05 threshold. Outliers for MDI were determined using the Grubb’s test for outliers at statistical significance threshold of *p* < 0.05. Linear regression models were used to determine association between 5hmC and 5mC Methylation Dysregulation Index values with genomic context and tumor type. Linear regression models were run with the *lm* function in the stats package in R.

#### Epigenome-wide association studies

Linear regression models, adjusting for sex, age at diagnosis, and tumor purity in all models, were used to identify differentially methylated and hydroxymethylated CpGs associated with each tumor type compared to the non-tumor tissue. Due to sample size, tumor location was not adjusted for in the linear regression models. Multiple linear regression models, with adjustments for different cell type proportions identified from the single nuclei RNA-seq data, were added to the models. Linear regression models were fit by using *lmFit* and *eBayes* functions in the limma (v3.54.2) package in R^162^. CpGs were considered differentially methylated or hydroxymethylated under the q-value threshold of 0.05.

Cell type-specific differential hydroxymethylation and methylation for each tumor type were identified using CellDMC^103^. CellDMC is a statistical model that identifies both differentially methylated CpGs and which cell type drives the differential methylation by incorporating cell type proportions as interaction terms in the linear regression model in the epigenome wide association study^103^. *CellDMC* was conducted within the EpiDISH (v2.14.1) R package^103^. Proportions of cell types of interest (neurons and progenitor-like cell types) were pulled from the single nuclei RNA-seq dataset. To limit overfitting the model in our relatively smaller sample size, we aggregated the progenitor-like cell types into a single cell type category. The progenitor-like cell types included NSC, RGC, OPC, and UBC. UBCs were included due to the high levels of stemness score in the cell types identified previously. Separate models to compare each tumor type to the non-tumor tissue were run with the same cell types (progenitor-like and neuronal-like cell types) included in each model.

#### Differential gene expression testing

Negative binomial regression models were used to identify the differential expressed genes in each tumor type compared to non-tumor tissue. One model was fit adjusting for age at diagnosis and sex. The other model was fit adjusting for age at diagnosis, sex, and the proportions for cell types of interest (NEU, NSC, RGC, OPC, UBC). Negative binomial models were fit by using *DESeq* function in the DESeq2 package v1.36.0 in R^163^. Genes were considered as differentially expressed under the adjusted p-value threshold of 0.05.

#### Pathways enrichment testing

Reactome pathways enrichment associated with differentially expressed genes in each tumor type were identified using the *enrichPathway* function in the ReactomePA package v1.40.0 in R^164^.

#### Genomic context enrichment test

Enrichment tests for genomic context for differentially hydroxymethylated CpGs were conducted using the Mantel-Haenszel (MH) test. The MH test was adjusted for the type of probe (Type I or Type II) used for the CpG in the Illumina Methylation EPIC array.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1–21

Reporting Summary

### Source data

Source Data

## Data Availability

The raw single nuclei-RNA seq data and the processed data for single nuclei-RNA seq generated in this study are available in the Gene Expression Omnibus under accession code GSE211362. The raw hydroxymethylation/methylation data generated in this study have been deposited in the Gene Expression Omnibus under accession code GSE152561. The raw bulk RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus under accession code GSE241396. Source data are provided as a Source Data file. All larger size source data files are available at https://figshare.com/projects/Associations_in_cell_type-specific_hydroxymethylation_and_transcriptional_alterations_of_pediatric_central_nervous_system_tumors/193781. GRCH38 reference data are available in the National Library of Medicine database (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.26/). Source data are provided with this paper.

## References

[1] Siegel RL, Miller KD, Fuchs HE, Jemal A (2022). Cancer statistics, 2022. Ca Cancer J. Clin..

[2] Smith MA, Altekruse SF, Adamson PC, Reaman GH, Seibel NL (2014). Declining childhood and adolescent cancer mortality. Cancer.

[3] Bhakta N (2017). The cumulative burden of surviving childhood cancer: an initial report from the St Jude Lifetime Cohort Study (SJLIFE). Lancet.

[4] Palmer SL (2001). Patterns of intellectual development among survivors of pediatric medulloblastoma: a longitudinal analysis. J. Clin. Oncol..

[5] Robinson KE (2010). A quantitative meta‐analysis of neurocognitive sequelae in survivors of pediatric brain tumors. Pediatr. Blood Cancer.

[6] Ellenberg L (2009). Neurocognitive status in long-term survivors of childhood CNS malignancies: a report from the childhood cancer survivor study. Neuropsychology.

[7] Merchant TE (2014). Critical combinations of radiation dose and volume predict intelligence quotient and academic achievement scores after craniospinal irradiation in children with medulloblastoma. Int. J. Radiat. Oncol. Biol. Phys..

[8] Pinto MD, Conklin HM, Li C, Merchant TE (2012). Learning and memory following conformal radiation therapy for pediatric craniopharyngioma and low-grade glioma. Int. J. Radiat. Oncol. Biol. Phys..

[9] Ris MD (2013). Intellectual and academic outcome following two chemotherapy regimens and radiotherapy for average‐risk medulloblastoma: COG A9961. Pediatr. Blood Cancer.

[10] Taylor MD (2012). Molecular subgroups of medulloblastoma: the current consensus. Acta Neuropathol..

[11] Northcott PA (2017). The whole-genome landscape of medulloblastoma subtypes. Nature.

[12] Juraschka K, Taylor MD (2019). Medulloblastoma in the age of molecular subgroups: a review: JNSPG 75th Anniversary Invited Review Article. J. Neurosurg. Pediatr..

[13] Pajtler KW (2015). Molecular classification of ependymal tumors across all CNS compartments, histopathological grades, and age groups. Cancer Cell.

[14] Witt H (2018). DNA methylation-based classification of ependymomas in adulthood: implications for diagnosis and treatment. Neuro-Oncol..

[15] Jessa S (2019). Stalled developmental programs at the root of pediatric brain tumors. Nat. Genet..

[16] Zhang L (2019). Single-cell transcriptomics in medulloblastoma reveals tumor-initiating progenitors and oncogenic cascades during tumorigenesis and relapse. Cancer Cell.

[17] Gojo J (2020). Single-cell RNA-seq reveals cellular hierarchies and impaired developmental trajectories in pediatric ependymoma. Cancer Cell.

[18] Gillen AE (2020). Single-cell RNA sequencing of childhood ependymoma reveals neoplastic cell subpopulations that impact molecular classification and etiology. Cell Rep..

[19] Hovestadt V (2019). Resolving medulloblastoma cellular architecture by single-cell genomics. Nature.

[20] Filbin MG (2018). Developmental and oncogenic programs in H3K27M gliomas dissected by single-cell RNA-seq. Science.

[21] Vladoiu MC (2019). Childhood cerebellar tumours mirror conserved fetal transcriptional programs. Nature.

[22] Reitman ZJ (2019). Mitogenic and progenitor gene programmes in single pilocytic astrocytoma cells. Nat. Commun..

[23] Louis DN (2021). The 2021 WHO classification of tumors of the central nervous system: a summary. Neuro-Oncol..

[24] Capper D (2018). DNA methylation-based classification of central nervous system tumours. Nature.

[25] Booth MJ (2013). Oxidative bisulfite sequencing of 5-methylcytosine and 5-hydroxymethylcytosine. Nat. Protoc..

[26] Azizgolshani N (2021). DNA 5-hydroxymethylcytosine in pediatric central nervous system tumors may impact tumor classification and is a positive prognostic marker. Clin. Epigenetics.

[27] Sinsheimer RL (1953). The action of pancreatic desoxyribonuclease: I. Isolation of mono- and dinucleotides. J. Biol. Chem..

[28] Gold M, Hurwitz J, Anders M (1963). The enzymatic methylation of RNA and DNA, II. on the species specificity. Proc. Natl Acad. Sci..

[29] Billen D, Hewitt R (1966). Influence of starvation for methionine and other amino acids on subsequent bacterial deoxyribonucleic acid replication. J. Bacteriol..

[30] Billen D (1968). Methylation of the bacterial chromosome: an event at the “replication point”?. J. Mol. Biol..

[31] Lark C (1968). Studies on the in vivo methylation of DNA in Escherichia coli 15T−. J. Mol. Biol..

[32] Srinivasan PR, Borek E (1964). Enzymatic alteration. Science.

[33] Jones PA (2012). Functions of DNA methylation: islands, start sites, gene bodies and beyond. Nat. Rev. Genet..

[34] Petryk N, Bultmann S, Bartke T, Defossez P-A (2020). Staying true to yourself: mechanisms of DNA methylation maintenance in mammals. Nucleic Acids Res..

[35] Ambrosi C, Manzo M, Baubec T (2017). Dynamics and context-dependent roles of DNA methylation. J. Mol. Biol..

[36] Rose NR, Klose RJ (2014). Understanding the relationship between DNA methylation and histone lysine methylation. Biochim. Biophys. Acta.

[37] Zilberman D, Coleman-Derr D, Ballinger T, Henikoff S (2008). Histone H2A.Z and DNA methylation are mutually antagonistic chromatin marks. Nature.

[38] Deniz Ö, Frost JM, Branco MR (2019). Regulation of transposable elements by DNA modifications. Nat. Rev. Genet..

[39] Hansen KD (2011). Increased methylation variation in epigenetic domains across cancer types. Nat. Genet..

[40] Berman BP (2012). Regions of focal DNA hypermethylation and long-range hypomethylation in colorectal cancer coincide with nuclear lamina–associated domains. Nat. Genet..

[41] Moarii M, Boeva V, Vert J-P, Reyal F (2015). Changes in correlation between promoter methylation and gene expression in cancer. BMC Genom..

[42] Ng JM-K, Yu J (2015). Promoter hypermethylation of tumour suppressor genes as potential biomarkers in colorectal cancer. Int. J. Mol. Sci..

[43] Liyanage C (2019). Promoter hypermethylation of tumor-suppressor genes p16INK4a, RASSF1A, TIMP3, and PCQAP/MED15 in salivary DNA as a quadruple biomarker panel for early detection of oral and oropharyngeal cancers. Biomol..

[44] Baylin SB, Jones PA (2016). Epigenetic determinants of cancer. Csh Perspect. Biol..

[45] Pfeifer GP (2000). p53 mutational spectra and the role of methylated CpG sequences. Mutat. Res..

[46] You Y-H, Li C, Pfeifer GP (1999). Involvement of 5-methylcytosine in sunlight-induced mutagenesis. J. Mol. Biol..

[47] Rideout WM, Coetzee GA, Olumi AF, Jones PA (1990). 5-methylcytosine as an endogenous mutagen in the human LDL receptor and p53 genes. Science.

[48] Ito S (2010). Role of Tet proteins in 5mC to 5hmC conversion, ES-cell self-renewal and inner cell mass specification. Nature.

[49] Ito S (2011). Tet proteins can convert 5-methylcytosine to 5-formylcytosine and 5-carboxylcytosine. Science.

[50] Tahiliani M (2009). Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science.

[51] He Y-F (2011). Tet-mediated formation of 5-carboxylcytosine and its excision by TDG in mammalian DNA. Science.

[52] Shi D-Q, Ali I, Tang J, Yang W-C (2017). New insights into 5hmC DNA modification: generation, distribution and function. Front. Genet..

[53] Nestor CE (2012). Tissue type is a major modifier of the 5-hydroxymethylcytosine content of human genes. Genome Res..

[54] Thomson JP, Meehan RR (2017). The application of genome-wide 5-hydroxymethylcytosine studies in cancer research. Epigenomics.

[55] Song C-X, Yi C, He C (2012). Mapping recently identified nucleotide variants in the genome and transcriptome. Nat. Biotechnol..

[56] He B (2021). Tissue-specific 5-hydroxymethylcytosine landscape of the human genome. Nat. Commun..

[57] Kriaucionis S, Heintz N (2009). The nuclear DNA base 5-hydroxymethylcytosine is present in Purkinje neurons and the brain. Science.

[58] Kinde B, Gabel HW, Gilbert CS, Griffith EC, Greenberg ME (2015). Reading the unique DNA methylation landscape of the brain: non-CpG methylation, hydroxymethylation, and MeCP2. Proc. Natl Acad. Sci..

[59] Thomson JP (2013). Comparative analysis of affinity-based 5-hydroxymethylation enrichment techniques. Nucleic Acids Res..

[60] Spada F (2020). Active turnover of genomic methylcytosine in pluripotent cells. Nat. Chem. Biol..

[61] Stoyanova E, Riad M, Rao A, Heintz N (2021). 5-Hydroxymethylcytosine-mediated active demethylation is required for mammalian neuronal differentiation and function. Elife.

[62] Jin S-G (2011). 5-Hydroxymethylcytosine is strongly depleted in human cancers but its levels do not correlate with IDH1 mutations. Cancer Res..

[63] Liu C (2013). Decrease of 5-hydroxymethylcytosine is associated with progression of hepatocellular carcinoma through downregulation of TET1. PloS One.

[64] Kudo Y (2012). Loss of 5‐hydroxymethylcytosine is accompanied with malignant cellular transformation. Cancer Sci..

[65] Lian CG (2012). Loss of 5-hydroxymethylcytosine is an epigenetic hallmark of melanoma. Cell.

[66] Chen K (2016). Loss of 5-hydroxymethylcytosine is linked to gene body hypermethylation in kidney cancer. Cell Res..

[67] Park J-L (2015). Decrease of 5hmC in gastric cancers is associated with TET1 silencing due to with DNA methylation and bivalent histone marks at TET1 CpG island 3′-shore. Oncotarget.

[68] Orr BA, Haffner MC, Nelson WG, Yegnasubramanian S, Eberhart CG (2012). Decreased 5-hydroxymethylcytosine is associated with neural progenitor phenotype in normal brain and shorter survival in malignant glioma. Plos One.

[69] Ficz G, Gribben JG (2014). Loss of 5-hydroxymethylcytosine in cancer: cause or consequence?. Genomics.

[70] Johnson KC (2016). 5-Hydroxymethylcytosine localizes to enhancer elements and is associated with survival in glioblastoma patients. Nat. Commun..

[71] Figueroa ME (2010). Leukemic IDH1 and IDH2 mutations result in a hypermethylation phenotype, disrupt TET2 function, and impair hematopoietic differentiation. Cancer Cell.

[72] Lu C (2012). IDH mutation impairs histone demethylation and results in a block to cell differentiation. Nature.

[73] Rampal R (2014). DNA hydroxymethylation profiling reveals that WT1 mutations result in loss of TET2 function in acute myeloid leukemia. Cell Rep..

[74] Duncan CG (2012). A heterozygous IDH1R132H/WT mutation induces genome-wide alterations in DNA methylation. Genome Res..

[75] Qazi MA, Bakhshinyan D, Singh SK (2019). Deciphering brain tumor heterogeneity, one cell at a time. Nat. Med..

[76] Sottoriva A (2013). Intratumor heterogeneity in human glioblastoma reflects cancer evolutionary dynamics. Proc. Natl Acad. Sci..

[77] Hoffman, M. et al. Intratumoral genetic and functional heterogeneity in pediatric glioblastoma. *Cancer Res.***79**, 2111–2123 (2019).10.1158/0008-5472.CAN-18-3441PMC728288630877103

[78] Kim EL (2020). Intratumoral heterogeneity and longitudinal changes in gene expression predict differential drug sensitivity in newly diagnosed and recurrent glioblastoma. Cancers.

[79] Qazi MA (2017). Intratumoral heterogeneity: pathways to treatment resistance and relapse in human glioblastoma. Ann. Oncol..

[80] Gularyan SK (2020). Investigation of Inter- and intratumoral heterogeneity of glioblastoma using TOF-SIMS. Mol. Cell Proteom..

[81] Patel AP (2014). Single-cell RNA-seq highlights intratumoral heterogeneity in primary glioblastoma. Science.

[82] Larsson I (2021). Modeling glioblastoma heterogeneity as a dynamic network of cell states. Mol. Syst. Biol..

[83] Berens ME (2019). Multiscale, multimodal analysis of tumor heterogeneity in IDH1 mutant vs wild-type diffuse gliomas. PloS One.

[84] Lopes MB, Vinga S (2020). Tracking intratumoral heterogeneity in glioblastoma via regularized classification of single-cell RNA-Seq data. BMC Bioinform..

[85] Lam KHB, Valkanas K, Djuric U, Diamandis P (2020). Unifying models of glioblastoma’s intra-tumoral heterogeneity. Neuro-Oncol. Adv..

[86] Meissner A (2008). Genome-scale DNA methylation maps of pluripotent and differentiated cells. Nature.

[87] Sproul D (2012). Tissue of origin determines cancer-associated CpG island promoter hypermethylation patterns. Genome Biol..

[88] Zhou J (2017). Tissue-specific DNA methylation is conserved across human, mouse, and rat, and driven by primary sequence conservation. BMC Genom..

[89] Zhang B (2013). Functional DNA methylation differences between tissues, cell types, and across individuals discovered using the M&M algorithm. Genome Res..

[90] Moss J (2018). Comprehensive human cell-type methylation atlas reveals origins of circulating cell-free DNA in health and disease. Nat. Commun..

[91] Rahmani E (2019). Cell-type-specific resolution epigenetics without the need for cell sorting or single-cell biology. Nat. Commun..

[92] Kim S (2016). Enlarged leukocyte referent libraries can explain additional variance in blood-based epigenome-wide association studies. Epigenomics.

[93] Jaffe AE, Irizarry RA (2014). Accounting for cellular heterogeneity is critical in epigenome-wide association studies. Genome Biol..

[94] Christensen BC (2009). Aging and environmental exposures alter tissue-specific DNA methylation dependent upon CpG island context. Plos Genet..

[95] You C (2020). A cell-type deconvolution meta-analysis of whole blood EWAS reveals lineage-specific smoking-associated DNA methylation changes. Nat. Commun..

[96] Reinius LE (2012). Differential DNA methylation in purified human blood cells: implications for cell lineage and studies on disease susceptibility. PloS One.

[97] Angermueller C (2016). Parallel single-cell sequencing links transcriptional and epigenetic heterogeneity. Nat. Methods.

[98] Clark SJ, Lee HJ, Smallwood SA, Kelsey G, Reik W (2016). Single-cell epigenomics: powerful new methods for understanding gene regulation and cell identity. Genome Biol..

[99] Schwartzman O, Tanay A (2015). Single-cell epigenomics: techniques and emerging applications. Nat. Rev. Genet..

[100] Smallwood SA (2014). Single-cell genome-wide bisulfite sequencing for assessing epigenetic heterogeneity. Nat. Methods.

[101] Salas LA (2018). An optimized library for reference-based deconvolution of whole-blood biospecimens assayed using the Illumina HumanMethylationEPIC BeadArray. Genome Biol..

[102] Salas LA (2022). Enhanced cell deconvolution of peripheral blood using DNA methylation for high-resolution immune profiling. Nat. Commun..

[103] Zheng SC, Breeze CE, Beck S, Teschendorff AE (2018). Identification of differentially methylated cell types in epigenome-wide association studies. Nat. Methods.

[104] Teschendorff AE, Zheng SC (2017). Cell-type deconvolution in epigenome-wide association studies: a review and recommendations. Epigenomics.

[105] Houseman EA (2012). DNA methylation arrays as surrogate measures of cell mixture distribution. BMC Bioinform..

[106] Rahmani E (2018). BayesCCE: a Bayesian framework for estimating cell-type composition from DNA methylation without the need for methylation reference. Genome Biol..

[107] Rahmani E (2016). Sparse PCA corrects for cell type heterogeneity in epigenome-wide association studies. Nat. Methods.

[108] Waite LL (2016). Estimation of cell-type composition including T and B cell subtypes for whole blood methylation microarray data. Front. Genet..

[109] Zhang Z (2022). HiTIMED: hierarchical tumor immune microenvironment epigenetic deconvolution for accurate cell type resolution in the tumor microenvironment using tumor-type-specific DNA methylation data. J. Transl. Med..

[110] Lee, M. K. et al. Identifying tumor type and cell type-specific gene expression alterations in pediatric central nervous system tumors. *Nat. Commun.*10.1038/s41467-024-47712-8 (2024).10.1038/s41467-024-47712-8PMC1106118938688897

[111] O’Sullivan DE, Johnson KC, Skinner L, Koestler DC, Christensen BC (2016). Epigenetic and genetic burden measures are associated with tumor characteristics in invasive breast carcinoma. Epigenetics.

[112] Taylor MD (2005). Radial glia cells are candidate stem cells of ependymoma. Cancer Cell.

[113] Gruhn B (2013). The expression of histone deacetylase 4 is associated with prednisone poor-response in childhood acute lymphoblastic leukemia. Leuk. Res..

[114] Kang Z-H (2014). Histone deacetylase HDAC4 promotes gastric cancer SGC-7901 cells progression via p21 repression. PloS One.

[115] Kaowinn S, Kaewpiboon C, Koh SS, Krämer OH, Chung Y-H (2018). STAT1-HDAC4 signaling induces epithelial-mesenchymal transition and sphere formation of cancer cells overexpressing the oncogene, CUG2. Oncol. Rep..

[116] Mottet D (2009). HDAC4 represses p21WAF1/Cip1 expression in human cancer cells through a Sp1-dependent, p53-independent mechanism. Oncogene.

[117] Cheng W (2015). HDAC4, a prognostic and chromosomal instability marker, refines the predictive value of MGMT promoter methylation. J. Neuro-oncol..

[118] Cheng C (2021). HDAC4 promotes nasopharyngeal carcinoma progression and serves as a therapeutic target. Cell Death Dis..

[119] Cai J-Y (2018). Histone deacetylase HDAC4 promotes the proliferation and invasion of glioma cells. Int. J. Oncol..

[120] Wilson AJ (2008). HDAC4 promotes growth of colon cancer cells via repression of p21. Mol. Biol. Cell.

[121] Zeng L-S (2016). Overexpressed HDAC4 is associated with poor survival and promotes tumor progression in esophageal carcinoma. Aging.

[122] Creighton CJ (2008). Insulin-like growth factor-I activates gene transcription programs strongly associated with poor breast cancer prognosis. J. Clin. Oncol..

[123] Farabaugh SM, Boone DN, Lee AV (2015). Role of IGF1R in breast cancer subtypes, stemness, and lineage differentiation. Front. Endocrinol..

[124] Maris C (2015). IGF-IR: a new prognostic biomarker for human glioblastoma. Br. J. Cancer.

[125] Doepfner KT, Spertini O, Arcaro A (2007). Autocrine insulin-like growth factor-I signaling promotes growth and survival of human acute myeloid leukemia cells via the phosphoinositide 3-kinase/Akt pathway. Leukemia.

[126] Chng WJ, Gualberto A, Fonseca R (2006). IGF-1R is overexpressed in poor-prognostic subtypes of multiple myeloma. Leukemia.

[127] Svalina MN (2016). IGF1R as a key target in high risk, metastatic medulloblastoma. Sci. Rep..

[128] Tirrò E (2021). Prognostic and therapeutic roles of the insulin growth factor system in glioblastoma. Front. Oncol..

[129] Vewinger N (2019). IGF1R Is a potential new therapeutic target for HGNET-BCOR brain tumor patients. Int J. Mol. Sci..

[130] Zhang Y (2021). Pan-cancer analysis of IGF-1 and IGF-1R as potential prognostic biomarkers and immunotherapy targets. Front. Oncol..

[131] Wang, P., Mak, V. C. Y. & Cheung, L. W. T. Drugging IGF-1R in cancer: new insights and emerging opportunities. *Genes Dis.***10**, 199–211 (2022).10.1016/j.gendis.2022.03.002PMC1006634137013053

[132] Hua H, Kong Q, Yin J, Zhang J, Jiang Y (2020). Insulin-like growth factor receptor signaling in tumorigenesis and drug resistance: a challenge for cancer therapy. J. Hematol. Oncol..

[133] Gröbner SN (2018). The landscape of genomic alterations across childhood cancers. Nature.

[134] Hanahan D (2022). Hallmarks of cancer: new dimensions. Cancer Discov..

[135] Allis CD, Jenuwein T (2016). The molecular hallmarks of epigenetic control. Nat. Rev. Genet..

[136] Savary C (2020). Depicting the genetic architecture of pediatric cancers through an integrative gene network approach. Sci. Rep..

[137] Huether R (2014). The landscape of somatic mutations in epigenetic regulators across 1,000 paediatric cancer genomes. Nat. Commun..

[138] Lawlor ER, Thiele CJ (2012). Epigenetic changes in pediatric solid tumors: promising new targets. Clin. Cancer Res.

[139] Ecker J, Witt O, Milde T (2013). Targeting of histone deacetylases in brain tumors. CNS Oncol..

[140] Bielen A (2011). Enhanced efficacy of IGF1R inhibition in pediatric glioblastoma by combinatorial targeting of PDGFRα/β. Mol. Cancer Ther..

[141] McGinnis CS (2019). MULTI-seq: sample multiplexing for single-cell RNA sequencing using lipid-tagged indices. Nat. Methods.

[142] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[143] Huang Y, McCarthy DJ, Stegle O (2019). Vireo: Bayesian demultiplexing of pooled single-cell RNA-seq data without genotype reference. Genome Biol..

[144] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[145] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[146] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[147] Weber LM (2021). Genetic demultiplexing of pooled single-cell RNA-sequencing samples in cancer facilitates effective experimental design. Gigascience.

[148] Tommaso PD (2017). Nextflow enables reproducible computational workflows. Nat. Biotechnol..

[149] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[150] Kaminow, B., Yunusov, D. & Dobin, A. STARsolo: accurate, fast and versatile mapping/quantification of single-cell and single-nucleus RNA-seq data. *Biorxiv* 2021.05.05.442755 10.1101/2021.05.05.442755 (2021).

[151] Danecek P (2021). Twelve years of SAMtools and BCFtools. Gigascience.

[152] Huang X, Huang Y (2021). Cellsnp-lite: an efficient tool for genotyping single cells. Bioinformatics.

[153] Frost HR (2020). Variance-adjusted Mahalanobis (VAM): a fast and accurate method for cell-specific gene set scoring. Nucleic Acids Res..

[154] Andrews, S. FastQC. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (2010).

[155] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J..

[156] Institute, B. Picard Toolkit. https://broadinstitute.github.io/picard/ (2019).

[157] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[158] Zhou W, Triche TJ, Laird PW, Shen H (2018). SeSAMe: reducing artifactual detection of DNA methylation by Infinium BeadChips in genomic deletions. Nucleic Acids Res..

[159] Zhou W, Laird PW, Shen H (2017). Comprehensive characterization, annotation and innovative use of Infinium DNA methylation BeadChip probes. Nucleic Acids Res..

[160] Xu Z, Taylor JA, Leung Y-K, Ho S-M, Niu L (2016). oxBS-MLE: an efficient method to estimate 5-methylcytosine and 5-hydroxymethylcytosine in paired bisulfite and oxidative bisulfite treated DNA. Bioinformatics.

[161] Qin Y, Feng H, Chen M, Wu H, Zheng X (2018). InfiniumPurify: an R package for estimating and accounting for tumor purity in cancer methylation research. Genes Dis..

[162] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[163] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[164] Yu G, He Q-Y (2015). ReactomePA: an R/Bioconductor package for Reactome pathway analysis and visualization. Mol. Biosyst..

How the deposited data were processed for this re-analysis (not part of the article)

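Single nuclei RNA-seq data from pediatric CNS tumors and non-tumor pediatric brain tissue were analysed in 21 libraries, 17 pools of several tissues and 4 libraries of a single tissue each. The authors aligned the reads with Cell Ranger to the GRCh38 pre-mRNA reference and deposited UMI counts of genes and of 12 hashtags per called barcode, without normalization. The paper's filters on features and mitochondrial reads and its assignment of nuclei to tissues are not applied in those counts. The array data on 5hmC and 5mC, the bulk RNA-seq data and genotypes were not analysed here. Because no map from pools or hashtags to tissues was used here, no comparison between tumor types or between tumor and non-tumor tissue was made.

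Barcodes with 2000 to 10000 features and at most 5% of UMIs on mitochondrial genes were kept, as the methods state. In each library, nuclei were scored by the share of simulated doublets among their neighbors, and a share of nuclei equal to 0.8% per 1000 nuclei was removed, 2985 nuclei or 4.47% in all. Counts were scaled to 10000 UMIs per nucleus and log-transformed. The 2000 most variable genes, without mitochondrial genes, ribosomal protein genes and the 30 genes named in the text, gave 30 principal components, 20 nearest neighbors and Leiden clusters at a resolution of 1 (Python 3.11.15, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). Clusters were named from 78 markers of 12 classes. The markers were fixed before the data were examined, and the limits that a marker had to pass were set afterwards. A name was withheld where the 10 leading genes held more markers of another class. Free RNA was not removed, and no correction joined the libraries. At least 90% of the nuclei of 14 of the 56 clusters came from 1 library, so a class can rest on a single library. NSC-like clusters were named largely from genes of dividing cells. The largest NEU-like cluster was named from GAD1, GAD2 and GRIN1 alone, and its nuclei enter the comparison of progenitor-like with neuronal-like nuclei.

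To compare classes, UMI counts were summed per library and class for libraries with at least 20 nuclei of both classes, and tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM normalization, its default filter on low counts and the library as a block, since both sums come from the same library. Progenitor-like nuclei were aggregated from the same classes as in the paper, 1 of which is not reported here by itself. For the variance of class shares, the sum over NEU-like, NSC-like, OPC-like and RGC-like nuclei was therefore formed after the data were examined. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and the standard error was taken as the size of the log2 fold change divided by the square root of the F statistic. The comparison of progenitor-like with neuronal-like nuclei covered 12239 genes in 14 libraries, and that of OPC-like with neuronal-like nuclei 11727 genes in 11 libraries. The summed counts of a library ranged from 113946 to 45089277 UMIs for progenitor-like nuclei and from 329625 to 14436043 UMIs for neuronal-like nuclei. On simulated counts with 200 genes changed 2-fold, the test recovered 86% of the changed genes in the progenitor-like comparison, with 5 other genes called among 12399. In the OPC-like comparison it recovered 73%, with 8 others called among 11834. Each sum was drawn independently at a dispersion of 0.1, also where libraries share clusters. The real fits called far more genes, and the change of IGF1R was smaller than 2-fold. These rates therefore cannot be carried over to the real fits.

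The genes named in the text were those that the paper names with a measurement or as regulators of cytosine modification, 30 in all, chosen before the data were examined. Of these, 21 passed the filter on low counts, while MYCN, BRCA2, THBD, IRX5, MYOSLID, CWH43, ITGA2, HOXA3 and LRRC72 did not. Gene positions are from GENCODE release 44 on GRCh38, the genome build of the authors' reference. Alternatives included the limits of the filter, DESeq2 1.42.0 with its size factors, no filter on low counts, no replicate block, at least 50 nuclei per class, doublets kept, clustering resolutions of 0.5 and 2, clustering and naming of each library by itself, and pools only. Alternatives chosen after seeing the data summed the libraries that share clusters, left out each library in turn, left the RGC-like cluster unnamed, and named the clusters of each library against all nuclei.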

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

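The test of an explanation in this part was chosen after the result was seen.

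Among the 4 single-tissue libraries, 1 held 31128 deposited barcodes, against 1820 to 3861 in the others. Its distance from the next library was 0.930 of the whole range, above Dixon's 95% critical value for 4 samples, which chance passes in about 1 of 20 groups. Total UMIs, nuclei passing the filter, median features and median mitochondrial share were checked in the same way and set no library apart. Barcodes of debris or free RNA called as nuclei are a candidate explanation. The median barcode of this library had 7.66% of its UMIs on mitochondrial genes and 647 features, the highest and the lowest medians of the 21 libraries, and 174 barcodes passed the stated filter. A difference in tissue stays open and was not tested, since the tumor type of the library was left open.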

How the results depend on the processing

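The alternatives were set before the data were examined, except those named here as chosen after seeing the data. The number of nuclei that passed the filter was 121294 with a minimum of 1000 features, 156102 with a minimum of 500, 67607 without the mitochondrial limit and 66935 without the upper limit, against 66809 with the stated filter.

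NEU-like, NSC-like, OPC-like and RGC-like nuclei together held between 21.5% and 60.2% of the summed variance over libraries under the alternatives set beforehand, against 60.0%. The lowest was with each library clustered and named by itself, where the neuronal-like share of all nuclei was 7.40% and the progenitor-like share 20.2%. A library made mostly of 1 class leaves few other nuclei to name a cluster against. Nuclei without a name were 43.5% of all nuclei and held 48.9% of the variance. In number, 94 of 292 clusters stayed unnamed, against 4 of 56. After that result had been seen, the same clusters were also named against all nuclei. In this form, chosen after seeing the data, 28 of 292 clusters stayed unnamed, the classes held 52.7% and the shares were 19.5% and 33.2%. The classes held 47.1% with the RGC-like cluster left unnamed and 65.7% with libraries that share clusters summed, both chosen after seeing the data. The neuronal-like share was 19.4% at a resolution of 0.5, 18.1% at a resolution of 2 and 19.5% with predicted doublets kept, against 19.9%. The progenitor-like share was 37.4% at a resolution of 0.5, against 40.3%.

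IGF1R in progenitor-like over neuronal-like nuclei kept a positive log2 fold change, from 0.36 to 0.69, under all 12 alternatives, with adjusted p from edgeR or DESeq2 between 0.00128 and 0.121, and passed the threshold of 0.05 under 9 of them. It did not pass with predicted doublets kept (0.36), at a resolution of 0.5 (0.48) or with libraries that share clusters summed (0.49, chosen after seeing the data). The sums left 8 blocks, the lower resolution 10 libraries and the kept doublets 13 libraries, against 14, and the cause was not tested further. With each library left out in turn, chosen after seeing the data, the log2 fold change lay between 0.39 and 0.52 and passed the threshold in 4 of 14 fits. The call was lost without Pool 1 (0.40), Pool 2 (0.39), Pool 3 (0.45), Pool 4 (0.42), Pool 5 (0.42), Pool 6 (0.43), Pool 9 (0.41), Pool 18 (0.40), Pool 19 (0.43) or a single-tissue library (0.40).

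IGF1R in OPC-like over neuronal-like nuclei did not pass the threshold, and passed it under 4 of 11 alternatives: no filter on low counts (0.55), at least 50 nuclei per class (0.70), a resolution of 2 (0.59) and each library's clusters named against all nuclei (0.68, chosen after seeing the data). The cause was not tested. With each library left out in turn it lay between 0.30 and 0.48 and never passed. HDAC4 did not pass the threshold in any fit of either comparison, with log2 fold changes over the alternatives of 0.06 to 0.22 in progenitor-like and 0.06 to 0.47 in OPC-like nuclei. With each library left out in turn it lay between 0.0095 and 0.21 in the former and between -0.00085 and 0.24 in the latter, where the sign changed without Pool 9 (-0.00085). With no replicate block, the log2 fold change of IGF1R was 0.48 in progenitor-like and 0.43 in OPC-like nuclei, that of HDAC4 was 0.14 and 0.13, and no call of the 2 genes changed.

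Of the 10 other named genes past the threshold in progenitor-like nuclei, 6 passed it with the same sign under all 12 alternatives (DNMT3A, IDH2, KAT2B, NPTXR, TET1 and TET2). The sign was reversed in 3 genes that had not passed it. ESRRG was at 0.30 at a resolution of 0.5, 0.23 at a resolution of 2 and 0.10 with each library's clusters named against all nuclei, against -0.34. DNMT3B was at 0.0097 with at least 50 nuclei per class, 0.0095 at a resolution of 0.5 and 0.29 with each library's clusters named against all nuclei, against -0.15. KDM6A was at -0.027 with each library clustered and named by itself, against 0.14. The cause was not tested. The genes that the filter on low counts left out could be tested under some alternatives. In progenitor-like nuclei, BRCA2 passed the threshold in 3 of 4 such alternatives, ITGA2 in 1 of 3 and HOXA3 in 1 of 1. MYCN (3 alternatives), MYOSLID (2), CWH43, LRRC72, IRX5 and THBD (1 each) passed it in none. In OPC-like nuclei, HOXA3 passed it in 1 of 1, BRCA2 in 0 of 3, ITGA2 in 0 of 2 and the other genes in none. Depth limits the smallest sums most: the progenitor-like nuclei of Pool 22 numbered 24 and held 113946 UMIs.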

Differences from the paper's values

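The paper does not name ependymal cells among the cell types with the most variance between its samples. Here ependymal-like nuclei held 14.4% of the summed variance of the class shares over libraries, rank 2 of the 12 classes. The value rests on 1 single-tissue library, without which they held 8.05% (rank 7; each library was left out in turn, chosen after seeing the data). The rank also depends on how libraries are counted: with libraries that share clusters summed into 14 blocks, chosen after seeing the data, they held 14.6% (rank 3) and RGC-like nuclei 16.1% (rank 2). They held 17.0% at a resolution of 0.5 (rank 2), 14.3% at a resolution of 2 (rank 3), 14.0% with predicted doublets kept (rank 2), 9.59% with each library clustered and named by itself (rank 2) and 15.3% with these clusters named against all nuclei, chosen after seeing the data (rank 2). RGC-like nuclei were not among the 5 leading classes at a resolution of 2 or in either form of clustering each library by itself, and NEU-like nuclei were not among them with each library clustered and named by itself. With 1 library left out, NEU-like nuclei fell to rank 4 (without Pool 15), RGC-like nuclei to rank 9 (without Pool 12) and NSC-like nuclei to rank 9 (without a single-tissue library). These values are over libraries that mix tissues and over rebuilt class names, not over the paper's tissues and annotation.

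The paper names GFAP and AQP4 as markers of astrocytes and MOG as a marker of oligodendrocytes. For AQP4 and MOG the class named was the highest of the 12 classes, with AQP4 at 336 CPM in astrocyte-like nuclei and MOG at 237 CPM in oligodendrocyte-like nuclei. GFAP, summed over libraries, was higher in RGC-like (2263 CPM) and microglia-like nuclei (784 CPM) than in astrocyte-like nuclei (553 CPM), under class names that were rebuilt here. Most nuclei of these classes come from different libraries. Within libraries with at least 20 nuclei of both classes, a comparison chosen after seeing the data, GFAP was higher in microglia-like than in astrocyte-like nuclei in 1 of 10 libraries, so the order of these 2 classes does not hold within libraries. It was higher in RGC-like than in astrocyte-like nuclei in 2 of 2 libraries.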

Other observations

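The comparisons of classes were set before the data were examined, while the tests of explanations in this part (swapped labels, summed libraries, OPC-like nuclei alone, gene length and hashtags) were chosen after the results were seen.

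HDAC4 lies on chromosome 2 of GRCh38 from 239048168 to 239401654 on the minus strand, and IGF1R on chromosome 15 from 98648539 to 98964530 on the plus strand (GENCODE release 44). The paper's statements on their expression set tumor against non-tumor tissue within a cell type, which was not compared here. HDAC4 ranged from 98.0 to 399 CPM over 14 libraries in progenitor-like nuclei, with a median of 226, and from 105 to 319 CPM in neuronal-like nuclei, with a median of 209.5. The log2 fold change within libraries was 0.12 (standard error 0.18, adjusted p = 0.629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 9 of 14 libraries higher in progenitor-like nuclei. In OPC-like over neuronal-like nuclei it was 0.12 (standard error 0.22, adjusted p = 0.689 from edgeR), higher in 7 of 11 libraries. With class labels swapped within libraries drawn at random, 21 of 40 splits gave a p as small in progenitor-like nuclei and 34 of 60 in OPC-like nuclei. With libraries that share clusters summed, 31 of 60 and 13 of 32 splits did. The real labels are among the splits each time. Chance cannot be excluded for HDAC4 in any of these fits.

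IGF1R ranged from 201 to 693 CPM in progenitor-like nuclei, with a median of 505, and from 164 to 556 CPM in neuronal-like nuclei, with a median of 324. The log2 fold change was 0.45 (standard error 0.16, adjusted p = 0.0285 from edgeR, and 0.0198 adjusted over the list alone), with 10 of 14 libraries higher in progenitor-like nuclei. In OPC-like nuclei it was 0.38 (standard error 0.19, adjusted p = 0.110 from edgeR), higher in 7 of 11 libraries. With swapped labels, a p as small came in 2 of 40 splits for progenitor-like nuclei and in 2 of 60 for OPC-like nuclei. Both counts include the real labels. These comparisons cover 14 and 11 libraries and drew different numbers of splits. With libraries that share clusters summed, a p as small came in 1 of 60 splits for progenitor-like nuclei and in 5 of 32 for OPC-like nuclei. The former is the real labels themselves, and the latter includes them. The 4 fits do not give 1 answer, and chance is left open for IGF1R in both comparisons. GENCODE places 1 other gene of the files on the same strand within IGF1R (ENSG00000278022), so the value of IGF1R is uncertain by the reads they share.

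Libraries were not all independent. By their shares of nuclei per cluster, 8 of 210 pairs of libraries overlapped by 90.8% to 97.8%, and no other pair overlapped by more than 30.5%. These pairs joined 13 pools into 5 blocks of 2 and 1 block of 3, which leaves 14 blocks of the 21 libraries. The same tissues loaded in more than 1 library are a candidate explanation, which the pool names do not state. With such libraries summed, IGF1R in progenitor-like nuclei had a log2 fold change of 0.49 and an adjusted p of 0.121 from edgeR with 8 blocks, where the range of adjusted p over the alternatives was 0.00128 to 0.121. Counting the same tissues more than once and a smaller number of blocks cannot be told apart as the reason the call was lost, because summing changes both.

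Some regulators of cytosine modification differed between the classes. TET1 had a log2 fold change of 1.11 in progenitor-like over neuronal-like nuclei (standard error 0.16, adjusted p = 3.85e-05 from edgeR) and TET2 of 0.80 (standard error 0.11, adjusted p = 2.4e-05 from edgeR), both higher in 14 of 14 libraries. TET3 was at -0.48 (adjusted p = 0.0995 from edgeR, lower in 11 of 14 libraries, past the threshold under 1 of 12 alternatives) and in OPC-like nuclei at -0.70 (adjusted p = 0.00309 from edgeR, lower in 10 of 11 libraries); the difference between the 2 comparisons was not tested. DNMT3A was lower in 14 of 14 libraries (-0.74, adjusted p = 0.000223 from edgeR). The 14 libraries form 8 blocks when those that share clusters are summed, a fit chosen after seeing the data. In that fit adjusted p from edgeR was 0.00145 for TET1, 0.00399 for TET2 and 0.0228 for DNMT3A, each with the same sign. IDH1 (1.12), IDH2 (0.99) and DNMT1 (0.70) were higher in 11, 12 and 11 of 14 libraries. They passed the threshold under 10, 12 and 11 of 12 alternatives. DNMT1 lost its call with libraries that share clusters summed (0.64, adjusted p = 0.0648 from edgeR, chosen after seeing the data). IDH1 (1.13, adjusted p = 0.0167 from edgeR) and IDH2 (1.07, adjusted p = 0.0227 from edgeR) kept theirs in that fit. In OPC-like nuclei alone DNMT1 was at 0.45 (adjusted p = 0.0470 from edgeR, higher in 7 of 11 libraries). It passed the threshold there under 6 of 11 alternatives. Proliferating NSC-like nuclei as a source of part of the DNMT1 difference stay open. TET3 and DNMT1 each overlap 1 other gene of the files on the same strand (ENSG00000235499 and S1PR2). DNMT3B (-0.15, adjusted p = 0.685 from edgeR) was higher in 6 and lower in 8 of 14 libraries. KAT2B had the largest change among the named genes tested, 3.28, in 14 of 14 libraries. Of the 21 named genes tested, 11 passed the threshold over all genes tested (7 higher and 4 lower) and 11 adjusted over the list alone. Proliferating NSC-like nuclei as the whole source of the TET1 and TET2 differences are argued against by OPC-like nuclei alone, where the smaller log2 fold change of the 2 genes was 0.91. Gene length is argued against as well, since the smaller excess of the 2 genes over the median of genes of their length was 0.78. Free RNA, the unlike tissues behind each class and a difference in cell type stay open and were not tested. No 5hmC was measured here.

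Over all genes, 2521 were higher and 2536 lower in progenitor-like than in neuronal-like nuclei, and 2587 were higher and 2621 lower in OPC-like than in neuronal-like nuclei. As many genes were found in 1 of 40 and 1 of 60 splits with swapped labels, and with libraries that share clusters summed in 1 of 60 and 1 of 32, which are the real labels each time, so chance can be excluded for these counts. Such counts are what the comparison of unlike cell classes gives, and clusters were formed on part of these genes.

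Of the genes that the paper reports as decreased in expression across tumor types, NPTXR (-2.05, adjusted p = 0.000607 from edgeR) and B4GAT1 (-0.78, adjusted p = 0.00868 from edgeR) were lower in progenitor-like than in neuronal-like nuclei, in 13 and 11 of 14 libraries. SCG2 (-0.27, adjusted p = 0.619 from edgeR) and ATRN (-0.29, adjusted p = 0.0653 from edgeR) did not pass the threshold. Under the 12 alternatives NPTXR passed it in 12, B4GAT1 in 10, ATRN in 5 and SCG2 in 0. How these values bear on bulk tissue was not tested.

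Hashtag counts were mixed within nuclei. The median nucleus of a pool held 171 to 1219.5 hashtag UMIs, and in 1 of 17 pools, Pool 15, most nuclei took at least 80% of them from 1 tag, as a random draw gives where 1 tag holds 83.9% of the tag UMIs of the library. In Pool 1, with 4 tags in use, the leading tag of the median nucleus held 32.9%, and 2 of 9606 nuclei reached 80%. Over the pools, the median share of the leading tag differed by at most 1.76 percentage points from that of a random draw from the tag shares of the whole library. A tag pool shared by the nuclei of a library is a candidate explanation, and a gap this small is what it needs. Part of the signal still followed the nuclei. The tag that led a nucleus relative to its library was related to its cluster beyond each of 100 permutations in 16 of 17 pools, which argues against counting noise alone. The adjusted mutual information of tag and cluster had a median of 0.105 and was highest in Pool 22 (0.617), and the highest permuted value in any pool was 0.0182. Pool 15 was the exception (0.0001). No biological explanation was tested. The paper combined hashtags with genotypes to assign nuclei, and genotypes were not used here.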
